# The transcriptomic landscape of *Magnetospirillum gryphiswaldense* during magnetosome biomineralization

**DOI:** 10.1186/s12864-022-08913-x

**Published:** 2022-10-10

**Authors:** Cornelius N. Riese, Manuel Wittchen, Valérie Jérôme, Ruth Freitag, Tobias Busche, Jörn Kalinowski, Dirk Schüler

**Keywords:** *Magnetospirillum*, Magnetosomes, Operons, Promoters, Transcription, Transcriptome

## Abstract

**Background:**

One of the most complex prokaryotic organelles are magnetosomes, which are formed by magnetotactic bacteria as sensors for navigation in the Earth’s magnetic field. In the alphaproteobacterium *Magnetospirillum gryphiswaldense* magnetosomes consist of chains of magnetite crystals (Fe_3_O_4_) that under microoxic to anoxic conditions are biomineralized within membrane vesicles. To form such an intricate structure, the transcription of > 30 specific structural genes clustered within the genomic magnetosome island (MAI) has to be coordinated with the expression of an as-yet unknown number of auxiliary genes encoding several generic metabolic functions. However, their global regulation and transcriptional organization in response to anoxic conditions most favorable for magnetite biomineralization are still unclear.

**Results:**

Here, we compared transcriptional profiles of anaerobically grown magnetosome forming cells with those in which magnetosome biosynthesis has been suppressed by aerobic condition. Using whole transcriptome shotgun sequencing, we found that transcription of about 300 of the > 4300 genes was significantly enhanced during magnetosome formation. About 40 of the top upregulated genes are directly or indirectly linked to aerobic and anaerobic respiration (denitrification) or unknown functions. The *mam* and *mms* gene clusters, specifically controlling magnetosome biosynthesis, were highly transcribed, but constitutively expressed irrespective of the growth condition. By Cappable-sequencing, we show that the transcriptional complexity of both the MAI and the entire genome decreased under anaerobic conditions optimal for magnetosome formation. In addition, predominant promoter structures were highly similar to sigma factor σ^70^ dependent promoters in other Alphaproteobacteria.

**Conclusions:**

Our transcriptome-wide analysis revealed that magnetite biomineralization relies on a complex interplay between generic metabolic processes such as aerobic and anaerobic respiration, cellular redox control, and the biosynthesis of specific magnetosome structures. In addition, we provide insights into global regulatory features that have remained uncharacterized in the widely studied model organism *M. gryphiswaldense*, including a comprehensive dataset of newly annotated transcription start sites and genome-wide operon detection as a community resource (GEO Series accession number GSE197098).

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08913-x.

## Background

Magnetosomes, which are formed by magnetotactic bacteria (MTB) as sensors for geomagnetic navigation in their aquatic habitat, represent an example for one of the most complex organelles found in prokaryotic cells [1–3]. Their unprecedented magnetic properties make bacterial magnetosomes also highly attractive as biomaterial in several biotechnical and biomedical applications, such as magnetic imaging [4] and hyperthermia [5–7], as well as magnetic separation and drug targeting [8–10].

In the well-studied alphaproteobacterium *Magnetospirillum gryphiswaldense* and related MTB, magnetosomes consist of a monocrystalline core of magnetite (Fe_3_O_4_) bounded by a dedicated proteo-lipid membrane [2, 11]. Magnetosome biosynthesis starts with the invagination of the magnetosome membrane (MM) vesicle, followed by sorting of specific magnetosome proteins into the MM, the accumulation of large amounts of iron within the MM vesicles and the biomineralization of well-ordered crystals of magnetite (Fe_3_O_4_), and finally, their assembly and positioning into linear chains along the dedicated cytoskeletal network [2, 12].

Magnetosome biosynthesis has been found to be orchestrated by numerous proteins [2], which together build a sophisticated machinery that exerts strict control over each step of magnetosome formation. Most specific functions are encoded by the > 30 genes termed *mam* (magnetosome membrane), *mms* (magnetosome particle membrane-specific) and *feoAB1* (a magnetosome-specific Fe^2+^ transport system) [2, 13, 14]. These are all clustered in five major operons within a larger genomic magnetosome island (MAI) that extends over ~ 110 kb [14, 15]. Transfer of all five *mam*- and *mms*-operons (MagOPs) from *M. gryphiswaldense*, conferred magnetosome biosynthesis to various foreign, hitherto non-magnetic bacteria, thereby confirming the essential role of this gene set [16, 17]. A recent analysis by RNA-sequencing, bioluminescence reporter assays and promoter knockouts revealed that the transcriptional architecture of magnetosome operons is complex [18]: in microaerobically grown cells, the *mamGFDCop* (2.1 kb) and *feoAB1op* (2.4 kb) operons are transcribed as single transcriptional units, whereas multiple transcription start sites (TSS) were present in the *mms6op* (3.6 kb), *mamXYop* (5 kb) and the long *mamABop* (> 16 kb), which comprises 17 genes and encodes all the essential factors for magnetosome biosynthesis [13, 19].

An increasing number of studies indicated that in addition to key functions encoded by the MAI genes, further auxiliary genes encoding generic cellular functions located outside the MAI are required for proper magnetosome biosynthesis. For example, aerobic and anaerobic respiration pathways were shown to participate in magnetite biomineralization, probably by contributing to oxidation of ferrous iron to ferric iron under oxygen-limited conditions [20, 21]. Mutants of *M. gryphiswaldense* that lack enzymes of the denitrification pathway, such as the periplasmic nitrate reductase (NapAB), Fe^2+^–nitrite oxidoreductase (NirS) or nitric oxide reductase (NorBC) were severely impaired in magnetite biomineralization [20, 21]. The importance of respiratory pathways was confirmed by a genome-wide transposon mutagenesis screen, in which also further genes with additional auxiliary functions were implicated in magnetosome biosynthesis, such as sulfate assimilation, oxidative protein folding and cytochrome c maturation [22].

In addition to the availability of micromolar amounts of iron [23, 24], the O_2_ concentration was found to be the crucial factor affecting magnetite biomineralization in *M. gryphiswaldense* [25, 26]. Magnetite crystals are formed only under microoxic to anoxic conditions, whereas dissolved oxygen concentration (dO_2_) > 10% air saturation were found to entirely inhibit the formation of magnetosomes [25, 26]. However, the molecular mechanisms and determinants of oxygen regulation and redox control of magnetite biomineralization have remained unclear. Several early studies suggested that the transcription of magnetosome genes comprised in the MagOPs is only weakly affected by oxygen (and iron) [13, 27]. This was also observed in a whole-transcriptomic study by Wang and colleagues, which found that MagOP expression was neither affected by oxygen nor iron. Whereas genes coding for iron regulation, transport and metabolism were differentially expressed under high iron conditions, oxygen mainly affected genes encoding nitrate respiration [28, 29].

However, although these previous studies already revealed valuable insights into the transcriptional organization and the role of oxygen, major parts of the regulation and transcriptional architecture are still unknown. Most importantly, previous studies [18, 28] employed microoxic conditions supporting fastest growth, but suboptimal magnetosome formation, as indicated by the formation of fewer, less regular and smaller magnetosomes compared to anoxic conditions [25, 26]. Furthermore, the operon architecture and transcriptional organization of genes involved in magnetosome biosynthesis outside the MAI has remained unknown. In addition, given the importance of *M. gryphiswaldense* as a widely studied model organism for biomineralization, organelle formation and magnetotaxis, knowledge about global regulatory features, such as promoter and operon structures within the MAI and in the entire genome is needed.

Here, we studied the transcriptional profiles of *M. gryphiswaldense* during magnetosome biomineralization under anaerobic conditions, favoring highest magnetite biomineralization, compared to oxic conditions entirely inhibiting magnetite synthesis [25, 26]. In addition, we present new candidates for further magnetosome biosynthesis-associated genes, and reveal genome-wide structures and positions of promoters, operons and other regulatory elements.

## Results

### Cultivation and RNA-sequencing of *M. gryphiswaldense*

To compare transcriptomic profiles between magnetic and non-magnetic cells, we mainly focused on the analysis of cells grown under two conditions: i) the entire absence of oxygen (0% dO_2_) with 10 mM nitrate as electron-acceptor for anaerobic denitrifying growth [20]. These anoxic conditions are known to support optimal magnetosome biosynthesis [20, 25, 26]. For comparison, cells were grown under ii) oxic conditions (95% dO_2_), which were shown to entirely suppress magnetosome biosynthesis [24, 25]. In addition, the anaerobic electron acceptor nitrate was replaced by an equimolar amount of ammonium as the nitrogen source (see Fig. 1 for a summary of growth experiments and library construction). For each condition, cells were cultured in triplicates at 28 °C within an oxystat fermenter allowing precise control of all growth parameters [26]. Anoxic cultures reached a final optical density (OD_565_) of approximately 0.5 after 25 h (Fig. S1), and as expected, exhibited the highest magnetic response (*C*_mag_, a light-scattering proxy for magnetosome biomineralization [30]) of > 0.7 as well as the largest average crystal size (34 nm) with 25 magnetosomes per cell (Fig. 1). For comparison, oxic cultures grew to an OD_565_ of 0.8 after 26 h and did not form magnetite crystals, as indicated by a *C*_mag_ of nearly 0 and the absence of electron dense particles in electron micrographs in most cells (Fig. 1). Growth was highly consistent between all replicates per condition (Fig. S1).

**Fig. 1:**
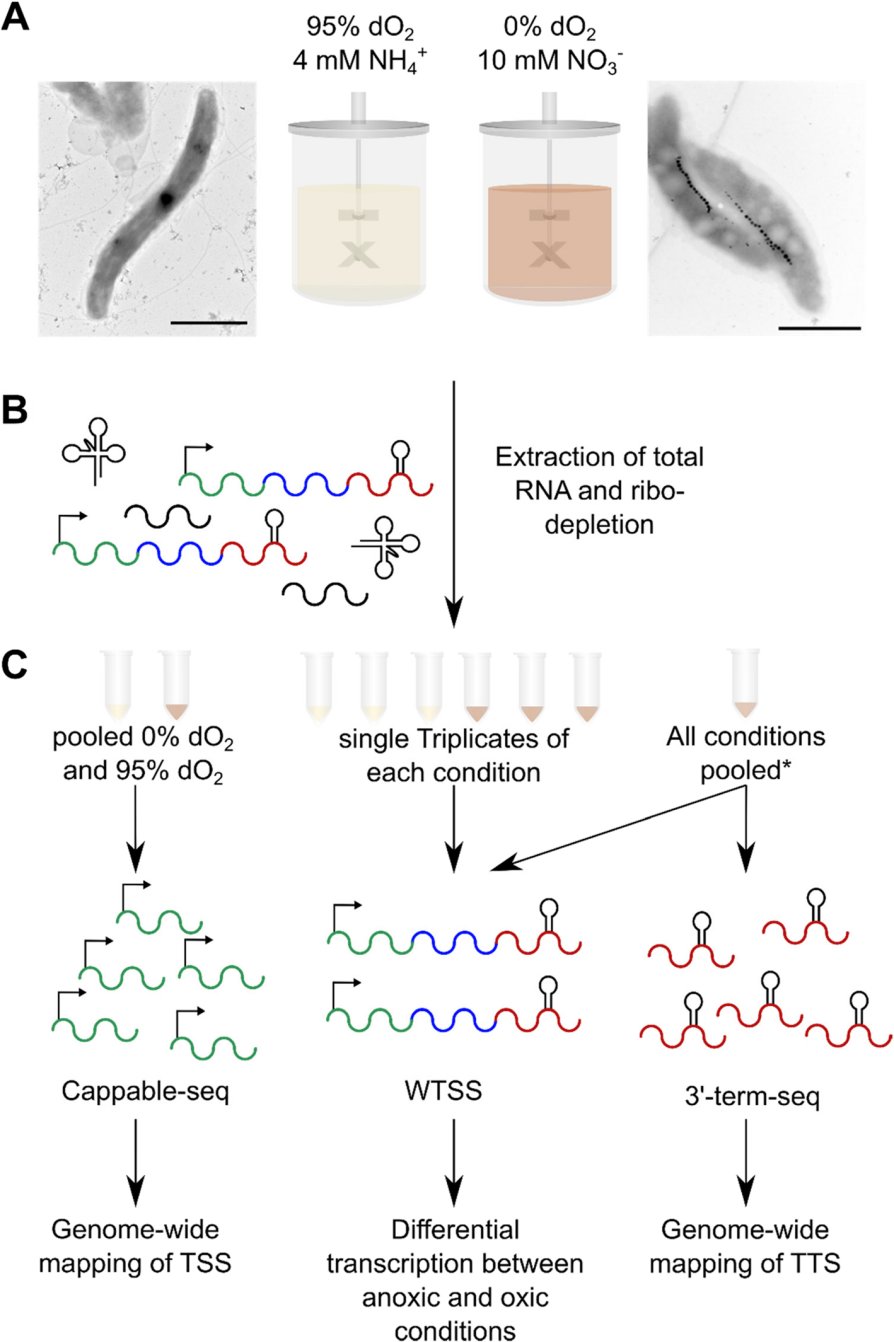
Overview of the study design. **A** Cultivation of *M. gryphiswaldense* under controlled oxic (95% dO_2_) and anoxic (0% dO_2_) conditions resulting in nonmagnetic and magnetosome forming cells, respectively, as visible by transmission electron microscopy imaging (scale bar 1 μm). **B** Extraction of the total RNA in technical triplicates, followed by **C** pooling of the samples for the three different library preparations andlibrary preparation prior to RNA-sequencing. * All conditions encompassing anoxic, microoxic and oxic growth with nitrate (NO_3_^−^) or ammonium (NH_4_^+^) were pooled for this analysis

To minimize putative effects of media depletion, we chose sampling points during early growth, which was OD_565_ 0.1 for anoxic, and OD_565_ 0.2 for oxic conditions. Upon sampling, triplicates from anoxic and oxic conditions were pooled, respectively, and used for genome-wide TSS identification by Cappable-sequencing [31]. In addition, for the genome-wide identification of transcription termination sites (TTSs) as well as elucidation of operon structures, 3’end-sequencing technique [32] and whole transcriptome shotgun sequencing (WTSS) were applied. The WTSS libraries were separately constructed from each replicate of conditions i) 0% dO_2_ with 10 mM nitrate and ii) 95% dO_2_ for evaluation of differential transcription. For the detection of maximal numbers of operons and termination events, results from two additional conditions were considered: iii) microoxic conditions (1% dO_2_, 4 mM nitrate) as used for high yield routine cultivation and magnetosome production [25], iv) as well as oxic conditions (95% dO_2_) with 4 mM nitrate as an alternative nitrogen source to separate effects of electron acceptor from nitrogen-source (Fig. S1). Samples of triplicates from all four growth conditions were pooled and used for WTSS and 3′ end-sequencing.

### Effects of anoxic growth conditions permitting magnetosome biosynthesis on gene expression

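Whole transcriptome shotgun sequencing (WTSS) of *M. gryphiswaldense* gave 12 libraries, 3 replicates for each of 4 growth conditions. The Methods call them biological triplicates, whereas the legend of Fig. 1B speaks of technical triplicates of the RNA extraction and the protocol given by the submitters of pooled RNA of duplicate cultures. They were taken as separate cultures here, and if they are not, the SD and the p-values cover the variation of RNA extraction and sequencing and not that between cultures. Anoxic cultures, which form magnetosomes, grew at 0% dO_2_ with 10 mM nitrate, and oxic cultures grew at 95% dO_2_ with 4 mM ammonium, so that these groups differ in nitrogen source and in optical density at sampling as well as in oxygen. Microoxic cultures (1% dO_2_) and a second set of oxic cultures (95% dO_2_) received 4 mM nitrate. According to Table S1 the anoxic libraries held 9513799 to 9771883 mapped reads (median 9659183) and the oxic libraries 9897491 to 10868511 (median 10551938). The microoxic libraries held 10178218 to 10601455 (median 10325817) and the oxic libraries with nitrate 9856290 to 11222413 (median 10048816). The Methods name CLC Genomics Workbench as the mapper and the processing notes of the submitted data name Bowtie2, without versions. The authors counted reads per gene in ReadXplorer and converted the counts to TPM (a unit that accounts for gene length and library size) over the listed loci, which are given by locus tag. Counts per gene and gene lengths were not used here, and therefore the number of reads behind a single value is unknown. For the comparisons, TPM were divided by 1 scaling factor per library (0.857 to 1.09), the median ratio of its genes to their geometric mean over the 12 libraries. The M-value is the difference between groups in log2(scaled TPM + 1), a scale that understates the change of genes with low values. Genes with a mean of at least 1 TPM over the 6 libraries of a comparison were tested with limma (trended, robust empirical Bayes), with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.01 and an absolute M-value of at least 1. Gene names are those of Table S3 and of the paper's text. Levels are given as mean scaled TPM ± SD of 3 libraries.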

We first compared the genome-wide abundance of transcripts under anoxic and oxic conditions. For the identification of highly differentially expressed genes, the M-value (log_2_ of the calculated foldchange) was plotted against the A-value (log_2_ of the base mean) as proxy for the expression level of each gene (Fig. 2). From the > 4300 genes in total, about 300 were found significantly upregulated.

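Anoxic cells held more transcript of 297 genes and less transcript of 156 genes than oxic cells, out of 3875 genes tested with 3 libraries each. The TPM table lists fewer loci than the total number of genes the paper gives, and genes outside the table were not analysed here. Of the called genes, 256 that rose and 145 that fell are not part of Table S3. Changes of any size at an adjusted p under 0.01 from limma were found for 875 genes that were higher and 834 that were lower. The rise was therefore more often large than the fall, with 65.6% of the genes called by both criteria being higher in anoxic cells. This balance depends on the scaling of the libraries. With TPM as deposited, the median M-value of all genes was -0.27 in place of 0.01, and 208 genes were higher and 331 lower (38.6% higher). All of those 208 genes were also called with scaled TPM, and all of the 156 genes that fell with scaled TPM were among the 331.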

**Fig. 2:**
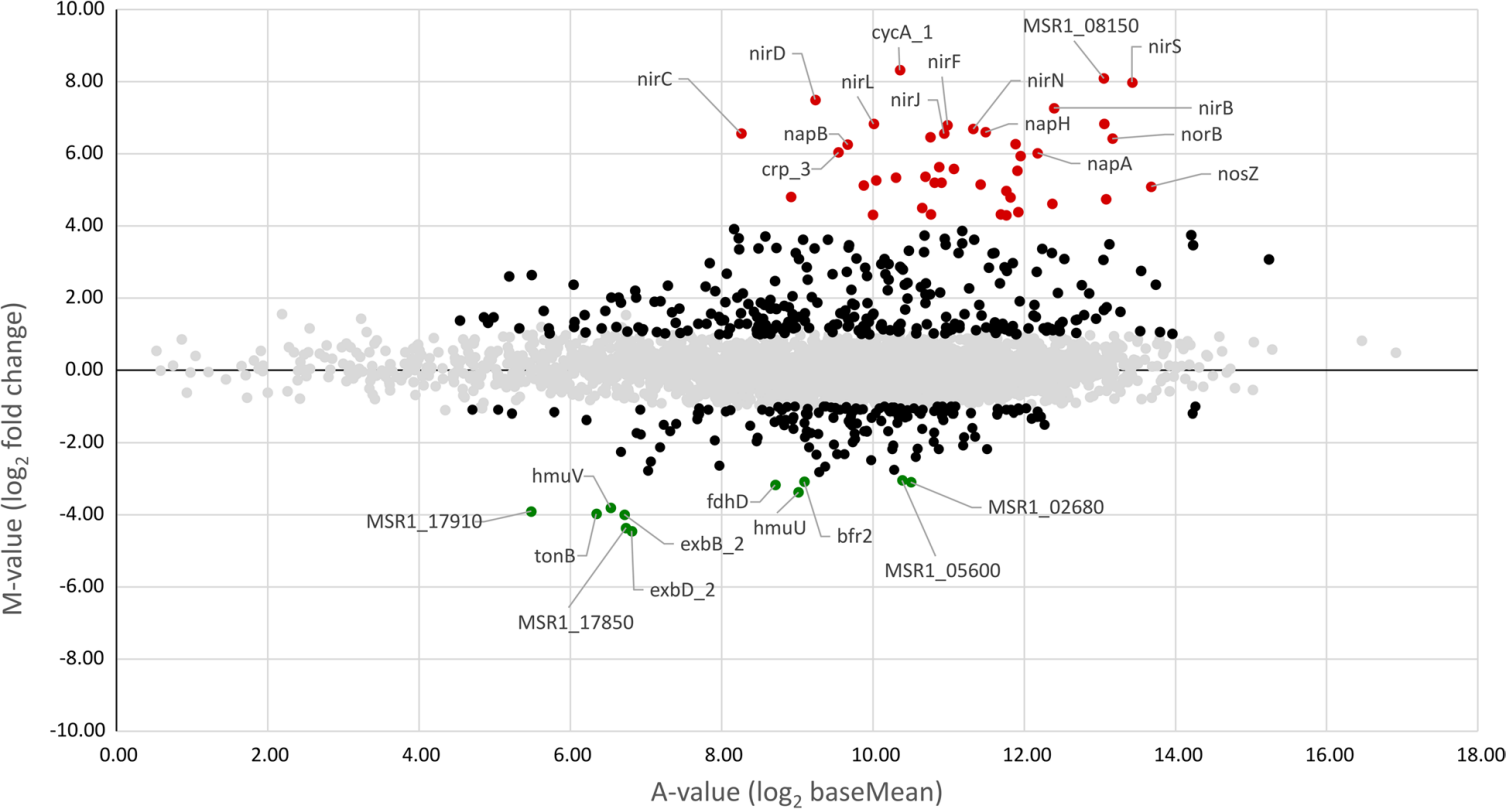
Differential expression of genes under anoxic (0% dO_2_) vs. oxic (95% dO_2_) conditions with upregulated and downregulated (M-value ≤ − 1, M-value ≥1, black dots), highly upregulated (M-value ≥4, red dots), and highly downregulated (M-value ≤ − 3, green dots) genes under anoxic conditions. The grey dots represent unsignificant differential expression (M-value ≤1, M-value ≥ − 1)

To capture only the most significantly regulated genes, the M-value threshold of ≥4 for stronger and ≤ − 3 for downregulated genes were qualitatively chosen from the MA-plot (Fig. 2). 

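An M-value of at least 4 was reached by 45 genes, 23 of them genes of denitrification, and an M-value of -3 or less by 13 genes. These 13 include 5 genes for the uptake of siderophores and heme, a bacterioferritin gene, a gene for a formate dehydrogenase and a gene for its accessory protein, while the other 5 have no such function assigned in the sources used, among them MSR1_17910 with an M-value of -3.71. Together the 45 and 13 genes include all genes listed in Table S3, 41 higher and 11 lower. The other genes, picked out after their values were seen, are MSR1_02330 (M-value 5.03), MSR1_38870 (4.19), MSR1_08080 (4.15) and MSR1_08090 (4.11) on the higher side, and MSR1_16670 (-3.29) and MSR1_16680 (-3.04) on the lower side, for which no gene name was at hand. With a pseudocount of 10 the number of genes at an M-value of -3 or less became 1 (MSR1_02680), as a larger pseudocount shrinks the M-values of genes with low values.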

Using these thresholds, 41 genes were found highly upregulated in magnetic cells under anoxic conditions and 11 genes downregulated compared to oxic conditions (Table S3).

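The locus MSR1_08130 (*cycA_1*) encodes a precursor of a cytochrome c4, a heme protein that carries electrons in respiratory chains. Its level was 460 ± 48.9 TPM (SD, n = 3) in anoxic cells and 1.03 ± 0.752 TPM (SD, n = 3) in oxic cells, a ratio of the means of 449. The M-value was 7.90 (standard error 0.26, adjusted p = 2.95e-07 from limma). The neighboring *cycA_2* (MSR1_08140), which encodes another cytochrome c4 precursor, was expressed at 2291 ± 192 TPM (SD, n = 3) under anoxic and at 83.9 ± 6.24 TPM (SD, n = 3) under oxic conditions, with an M-value of 4.75 (standard error 0.09, adjusted p = 2.45e-09 from limma). In oxic cells with nitrate *cycA_2* had 763.5 ± 347 TPM and *cycA_1* 3.08 ± 0.807 TPM (SD, n = 3 each). The M-value of *cycA_2* against oxic cells with ammonium therefore does not stand for oxygen alone. The 3 oxic values of *cycA_1* lay between 0.299 and 1.80 TPM, so that its M-value depends on the pseudocount, from 5.41 with a pseudocount of 10 to 8.94 with a pseudocount of 0.1.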

Highest upregulation of all (319.6 -fold, M-value: 8.32) was detected for *cycA_1*, which encodes a cytochrome c4-precursor. Further genes highly upregulated (16 to 256-fold, M-value 4–8, see Table S3 for details) in anoxic magnetic cells are linked to various steps of denitrification such as *napABCHG* (nitrate reduction) *nirCDEFGHJLST*, *nnrS* [33] (nitrite reduction), *norBCDQ* (nitric oxide reduction) and *nosZ* (nitrous oxide reduction) [20, 21, 34].

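All 23 denitrification genes examined (5 *nap*, 12 *nir*, 4 *nor* and 2 *nos* genes) rose under anoxic conditions, with a median M-value of 5.95. The periplasmic nitrate reductase gene *napA* was expressed at 376 ± 41.9 TPM (SD, n = 3) in anoxic and at 5.54 ± 1.61 TPM (SD, n = 3) in oxic cells. The nitrite reductase gene *nirS* had the largest M-value of the group, 7.84 (standard error 0.14, adjusted p = 2.86e-09 from limma), and rose from 5.30 ± 1.19 to 1428 ± 163 TPM (SD, n = 3). For the nitric oxide reductase gene *norB* the levels were 1391 ± 116 and 15.5 ± 1.32 TPM (SD, n = 3), and for the nitrous oxide reductase gene *nosZ* they were 1172 ± 219 and 33.2 ± 1.18 TPM (SD, n = 3). The smallest M-value, 4.33, belonged to *nirH*. The 23 genes also numbered 23 when adjusted over the list alone. All 23 are in Table S3, whose higher genes the paper chose at an M-value of at least 4 in these same samples. Their direction, the size of their M-values and the tests of the list are therefore not independent evidence. As a group the 23 genes exceeded the other genes (adjusted p = 2.19e-19 from camera with a preset correlation, 4 lists tested). With an estimated correlation camera gave an adjusted p = 0.0517. The test fry, which asks whether the members move one way, gave an adjusted p = 2.97e-06. Picked out after their values were seen, the 14 loci from MSR1_08370 to MSR1_08500, which hold the 12 *nir* genes, were all higher. The genes *nirB*, *nirN* and *nosD* were taken from Table S3, and the others are also named in the paper's text. In oxic cells with nitrate *nosZ* had 223.9 ± 108.7 TPM, *nirH* 397.7 ± 273.5 TPM and *napA* 8.33 ± 2.98 TPM (SD, n = 3 each). For nitrate against ammonium at 95% dO_2_ 0 of the 23 genes were called. Between anoxic cells and oxic cells with nitrate 19 were higher, and *nirG*, *norC*, *nirT* and *nirH* were not called. The M-values against oxic cells with ammonium therefore do not stand for oxygen alone.

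**Figure D1:**
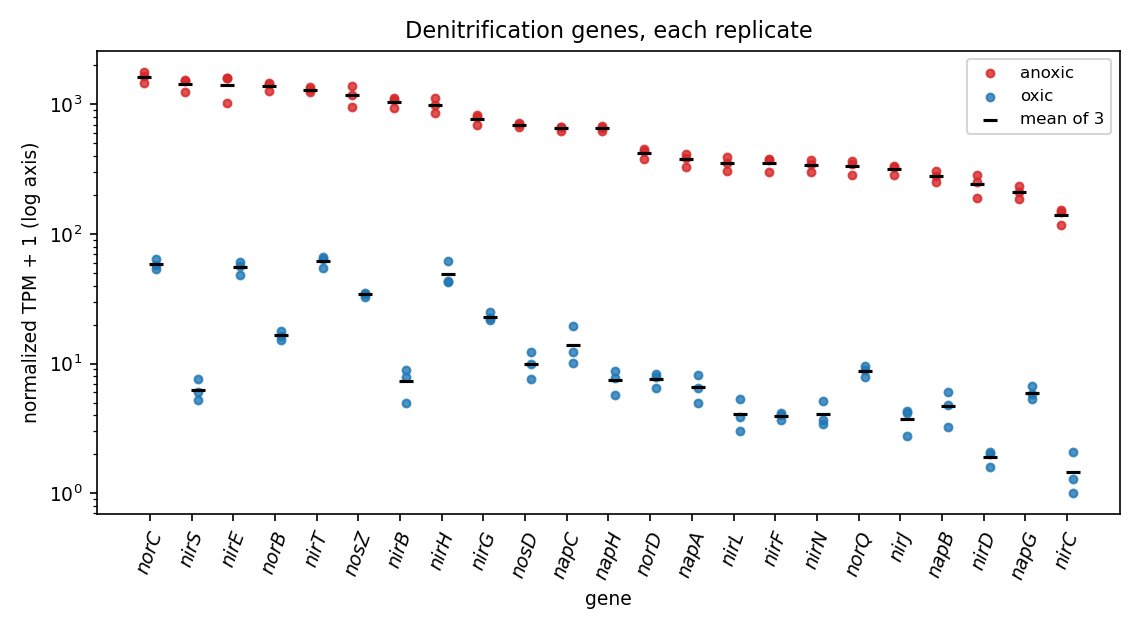
Levels of the 23 denitrification genes (scaled TPM + 1, log axis) in 3 anoxic and 3 oxic libraries, one point per library and a bar at the mean of 3. In every gene the 3 anoxic libraries lie above the 3 oxic libraries.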

Expression of various oxygen-dependent cytochrome c terminal oxidases was also affected by anoxic conditions: genes *ccoNOQP* encoding the subunits of the *cbb3*-type cytochrome c oxidase [35], were upregulated under anoxic conditions by 2.1, 2.4, 2.2 and 1.6-fold (M-value 1.04, 1.27, 1.12 and 0.66), respectively. In previous studies, an *aa3*-type cytochrome c terminal oxidase was found only active under oxic conditions [35]. Consistently, we found *coxBAC* and *ctaG* encoding this oxidase downregulated by 4.2, 6.7, 5.0 and 6.2-fold (M-value − 2.07, − 2.75, − 2.32 and − 2.63), respectively. A third type of cytochrome oxidase, the *bd*-type cytochrome c oxidase, encoded by the genes *cydBA* [35], was actively transcribed under anoxic conditions with an A-value of ca. 7 but genes were not differentially expressed across conditions. 

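Transcripts of 2 loci annotated as parts of respiratory electron transport were abundant in anoxic cells and scarce in oxic cells. MSR1_08150, annotated as a putative cytochrome c in Table S3, was expressed at 2741 ± 92.5 TPM (SD, n = 3) under anoxic and at 9.46 ± 0.764 TPM (SD, n = 3) under oxic conditions. Its M-value of 8.04 (standard error 0.07, adjusted p = 5.01e-11 from limma) was the highest among the 3875 genes tested at the pseudocount of 1. With a pseudocount of 0.1, *cycA_1* (8.94) and *nirC* (8.59) lay above it (8.17), and the ratio of the means was 304 for *nirC* and 290 for MSR1_08150, so that the rank depends on the pseudocount. MSR1_08970, annotated as a cytochrome C oxidase subunit IV family protein, was expressed at 650.0 ± 21.7 TPM (SD, n = 3) under anoxic and at 15.1 ± 0.473 TPM (SD, n = 3) under oxic conditions (M-value 5.34, standard error 0.07, adjusted p = 2.69e-10 from limma). The 11 loci from MSR1_08120 to MSR1_08220, which include *nosZ*, both *cycA* genes and MSR1_08150, were all higher in anoxic cells with M-values from 3.10 upwards, a stretch picked out after its values were seen.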

Further highly upregulated genes were MSR1_08970 (M-value 5.27) and MSR1_08150 (M-value 8.09), which may putatively encode a cytochrome c and a cytochrome c oxidase, supported by their co-localization with genes of related functions within common operons. However, no heme-binding motif (CXXCH) was found during sequence analysis.

Some of these respiratory genes were previously found to be regulated by the oxygen-sensing transcription factor called MgFnr, which represses denitrification genes with increasing oxygen concentration [36]. We found *Mgfnr* itself to be only weakly regulated (M-value − 0.44), thus ensuring the presence of this regulator under all growth conditions. Two other homologues of the *fnr*-family MSR1_08370 and MSR1_08380 were highly upregulated in magnetic cells (M-value 6.04 and 2.37), thus representing additional potential regulators of magnetosome biosynthesis-associated genes.

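Transcripts of all 3 regulator genes of the CRP/FNR family examined were more abundant in anoxic cells. *Mgfnr*, which the paper reports as weakly regulated with a negative M-value, is not among them, as the sources used give it no locus tag. The list therefore does not stand for the whole family. MSR1_08370, named *crp_3* in Table S3, rose from 2.26 ± 0.278 TPM in oxic cells to 179 ± 15.2 TPM in anoxic cells (SD, n = 3 each; M-value 5.79, standard error 0.11, adjusted p = 2.49e-09 from limma). The adjacent MSR1_08380 was already abundant in oxic cells at 645.6 ± 77.7 TPM (SD, n = 3) and reached 3399 ± 372 TPM (SD, n = 3) in anoxic cells (M-value 2.40, standard error 0.11, adjusted p = 5.85e-07 from limma). In oxic cells with nitrate MSR1_08380 had 2445 ± 1092 TPM (SD, n = 3), and it was not called between these and anoxic cells. Its M-value against oxic cells with ammonium therefore does not stand for oxygen alone. The remaining member is *crp_1*, which was likewise not called between oxic cells with nitrate and anoxic cells. All 3 listed genes were higher when adjusted over the list alone as well. As the study chose them on these samples, neither the count nor the test of the list is independent evidence. The list had an adjusted p = 0.000583 from camera with the preset correlation and an adjusted p = 0.107 with an estimated correlation.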

Because of the involvement of many cytochrome c-like proteins in magnetosome biosynthesis [2, 31, 35, 37, 38], and also their abundance among highly upregulated genes in anoxic magnetic cells, we further focused on genes responsible for cytochrome c biosynthesis and maturation. For example, *resA,* which enables heme to bind by breakage of the disulfide bonds in apocytochrome c [39], was highly upregulated by 19.8-fold (M-value 4.31). 

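Transcript of *resA* (MSR1_19490), which encodes a thiol-disulfide oxidoreductase, averaged 364 TPM in anoxic cells (SD 116, n = 3) against 17.3 TPM in oxic cells (SD 2.13, n = 3). The M-value was 4.27 (standard error 0.24, adjusted p = 8.61e-06 from limma). The anoxic replicates ranged from 236 to 464 TPM, a wider spread than that of the oxic replicates (15.8 to 19.8 TPM), and the ranges did not overlap.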

The genes *ccmG* (disulfide bond formation) and *ccmI* (apo-cytochrome c chaperon) [40] from the operons *ccmABop* and *ccmCDEFGHIop* were weakly, but significantly downregulated by 1.4 and 1.2-fold (M-value − 0.51 and − 0.26), respectively, whereas *ccmA* was 1.4-fold upregulated (M-value 0.44). Transcription of other genes from these operons remained unchanged between anoxic and oxic conditions. Further genes that are associated with cytochrome c biogenesis and were previously implicated in magnetosome biosynthesis [22] are *dsbA* and *dsbB*, which function in disulfide bond formation during translocation of proteins across the cytoplasmic membrane [41]. However, their transcription was essentially unaffected between anoxic and oxic conditions.

Another highly upregulated gene (49.9-fold, M-value 5.64) was MSR1_19280, which encodes an *HHE cation binding domain* containing protein with unknown function. This domain is found in bacteriohemerythrins known for binding oxygen during import processes, but is also found in proteins that play a part in transcriptional regulation in response to oxygen or nitrate [42, 43]. 

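MSR1_19280 was expressed at 739 ± 87.6 TPM (SD, n = 3) under anoxic and at 14.5 ± 1.64 TPM (SD, n = 3) under oxic conditions, corresponding to a ratio of the means of 51.0. The M-value was 5.58 (standard error 0.11, adjusted p = 2.49e-09 from limma). It was the largest among the 4 hemerythrin genes examined, a protein family whose members bind oxygen or other ligands at a non-heme iron site.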

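The other 3 hemerythrin genes examined were also higher in anoxic cells, by very different amounts. MSR1_04470 averaged 800.1 ± 165 TPM (SD, n = 3) under anoxic and 30.2 ± 12.3 TPM (SD, n = 3) under oxic conditions (M-value 4.75, standard error 0.33, adjusted p = 2.17e-05 from limma). In oxic cells with nitrate MSR1_04470 had 102.6 ± 65.6 TPM (SD, n = 3), and it was not called between these and anoxic cells. MSR1_34750 changed from 139 ± 14.9 TPM in oxic to 588 ± 29.4 TPM in anoxic cells (SD, n = 3 each; M-value 2.08, standard error 0.09, adjusted p = 2.79e-07 from limma). It had 412 ± 205 TPM (SD, n = 3) in oxic cells with nitrate and was not called between these and anoxic cells. MSR1_33560 changed least, from 128 ± 11.2 to 304 ± 48.2 TPM (SD, n = 3 each; M-value 1.23, standard error 0.12, adjusted p = 3.25e-05 from limma), and with TPM as deposited its M-value was 0.94, below the threshold of 1. All 4 listed genes rose, with a median M-value of 3.42 and the same count of 4 adjusted over the list alone. The paper counts many more bacteriohemerythrin genes in the genome. Those were not examined, so that the list does not stand for the family. The study named the 4 genes from these samples, so that neither the count nor the test of the list is independent evidence. camera gave an adjusted p = 0.000519 with its preset correlation and an adjusted p = 0.0517 with an estimated correlation.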

Several other hemerythrin-like genes were upregulated under anoxic conditions, including MSR1_34750, MSR1_33560 and MSR1_04470 by 4.0, 2.3 and 18.7-fold (M-value 2.00, 1.22 and 4.32), respectively.

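All 5 genes examined for the uptake of siderophores and heme fell under anoxic conditions, with a median M-value of -3.46. In Gram-negative bacteria the TonB complex with ExbB and ExbD transmits the energy of the inner membrane to outer membrane receptors. *exbD_2* (MSR1_17930) had 52.2 ± 3.86 TPM (SD, n = 3) in oxic and 1.90 ± 0.856 TPM (SD, n = 3) in anoxic cells (M-value -4.24, standard error 0.21, adjusted p = 6.72e-07 from limma). *exbB_2* (MSR1_17920) had 26.8 ± 3.11 and 1.55 ± 0.448 TPM (SD, n = 3), with an M-value of -3.46 (standard error 0.18, adjusted p = 9.04e-07 from limma). *tonB* (MSR1_17940) had 17.1 ± 1.41 and 0.662 ± 0.547 TPM (SD, n = 3), with an M-value of -3.49 (standard error 0.24, adjusted p = 5.92e-06 from limma). The 5 genes were also lower when adjusted over the list alone. All 5 are in Table S3, whose lower genes the paper chose at an M-value of -3 or less in these same samples. Neither their direction nor the test of the list is therefore independent evidence. camera gave an adjusted p = 7.46e-05 with the preset correlation and an adjusted p = 0.0517 with an estimated correlation. At the low anoxic levels of *exbD_2*, *exbB_2* and *tonB*, the pseudocount limits the size of the M-values.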

Among the most highly downregulated genes under anoxic conditions were *exbD_2* (M-value − 4.45), *exbB_2* (M- value − 3.99) and *tonB* (M-value − 3.97), all of them involved in import of various substrates, including iron siderophores [44]. Likewise, *hmuV* and *hmuU* involved in the import of hemin, another putative iron source, were also downregulated 13.9 and 10.3-fold (M-value − 3.80 and − 3.37), respectively. 

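The hemin transport genes fell together with the neighboring *tonB* region. *hmuU* (MSR1_17890), which encodes the permease, was expressed at 93.5 ± 4.90 TPM (SD, n = 3) under oxic and at 9.03 ± 0.484 TPM (SD, n = 3) under anoxic conditions (M-value -3.24, standard error 0.09, adjusted p = 2.27e-08 from limma). *hmuV* (MSR1_17900), which encodes the ATP-binding protein, was expressed at 19.4 ± 1.73 TPM (SD, n = 3) and 1.21 ± 0.303 TPM (SD, n = 3), respectively (M-value -3.21, standard error 0.17, adjusted p = 9.04e-07 from limma). Of the 10 loci from MSR1_17850 to MSR1_17940, a stretch picked out after its values were seen, 8 were lower in anoxic cells.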

Since ferrous iron becomes oxidized to insoluble ferric iron in the presence of oxygen, this might lead to the exploitation of alternative iron sources (e.g. siderophores and heme) in anticipation of iron shortage under oxic conditions. On the other hand, the lower transcription of siderophore and heme uptake genes under anoxic conditions suggests only a minor role of these proteins in magnetosome biosynthesis. Other genes with a function in iron homeostasis are bacterioferritins *bfr1* and *bfr2*, which were previously implicated in magnetosome biosynthesis by Mößbauer spectroscopy [45]; this, however, was questioned more recently by a genetic approach [46]. Here, single and double deletions of *bfr1* and *bfr2* did not impact magnetite formation in *M. gryphiswaldense* [46]. 

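The bacterioferritin gene *bfr2* (MSR1_27040), which encodes a subunit of an iron storage protein, was expressed at 197 ± 35.6 TPM (SD, n = 3) under oxic and at 22.6 ± 2.18 TPM (SD, n = 3) under anoxic conditions. Its M-value was -3.06 (standard error 0.13, adjusted p = 2.96e-07 from limma). All 3 anoxic values (20.7 to 25.0 TPM) lay below the lowest oxic value of 168 TPM.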

Consistent with the latter *bfr1* and *bfr2* were downregulated under anoxic conditions by − 7.0 and − 8.5-fold (M-value − 2.81 and –3.08), respectively. However, this interesting observation does not necessarily indicate whether bacterioferritins are involved in magnetosome biosynthesis or not. Since the oxic conditions were likely to impose oxidative stress to the microaerophilic *M. gryphiswaldense*, we expected genes involved in tolerance to reactive oxygen species to be among the differentially transcribed genes (Fig. 2). In fact, *tpx* and *sodB*,coding for putative peroxidases were downregulated under anoxic conditions by 3.2 and 2.3-fold (M-value − 1.68 and − 1.17), respectively. Additionally, MSR1_07950 coding for rubrerythrin, and *tsA*, a putative peroxidase, were both downregulated by 2.1 and 2.9 -fold (M-value − 1.04 and − 1.52). Furthermore, *rpoE* (σ^24^) a sigma factor for cell envelope and oxidative stress [47, 48] was downregulated by 2.1-fold (M-value − 1.10), whereas the putative peroxide sensing transcription factor encoded by *perR_1* was significantly upregulated by 2.4-fold (M-value 1.26).

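Transcript of MSR1_07950 was present at 219 ± 7.99 TPM (SD, n = 3) in oxic and at 107 ± 7.17 TPM (SD, n = 3) in anoxic cells, with an M-value of -1.03 (standard error 0.07, adjusted p = 5.81e-06 from limma). Rubrerythrins are non-heme iron proteins that reduce peroxides. The difference was small beside those of the genes for heme uptake but larger than the spread between replicates, and the highest anoxic value (115 TPM) lay below the lowest oxic value (210.0 TPM). The M-value lies close to the threshold of -1, which it missed with a pseudocount of 10 (-0.97) and without anoxic replicate 1 (-0.99).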

### Expression of magnetosome gene clusters

The well-established *mam*- and *mms*-gene clusters, which are directly linked to magnetosome biomineralization, were not among the most differentially transcribed genes by applying routinely used thresholds (i.e. M-value ≥1 or ≤ − 1). However, as indicated by their high A-value, all *mam*- and *mms*-genes were among genes with highest overall expression levels (A-value of 12–14) across all investigated conditions (Fig. 3). Transcription of *mamABop*, which harbors all essential genes for magnetosome biosynthesis [19], was largely unaffected between anoxic and oxic conditions. Strongest upregulation among *mamABop* genes was observed for *mamE*, *mamO* and *mamP* 1.4 (M-value 0.53), 1.6 (M-value 0.67) and 1.4-fold (M-value 0.44), respectively, while *mamH*, *mamJ*, *mamN*, *mamA*, *mamB* and *mamT* showed only low upregulation by 1.2-fold (M-value 0.26–0.3). Only genes from two magnetosome operons were upregulated under anoxia: 1) *mms5* and *mmxF* from the *mms5op* (M-value 1.54 and 0.98) and 2) *mms6*, *mmsF*, *mms36,* and *mms48* from *mms6op* (M-value 1.56, 1.17, 1.09, 0.6) that are all important for magnetite particle size regulation [19, 49–51]. The accessory genes *mamGFDC* [52] were only weakly upregulated ca. 1.4-fold (M-value 0.73, 0.38, 0.49, 0.5).

**Fig. 3:**
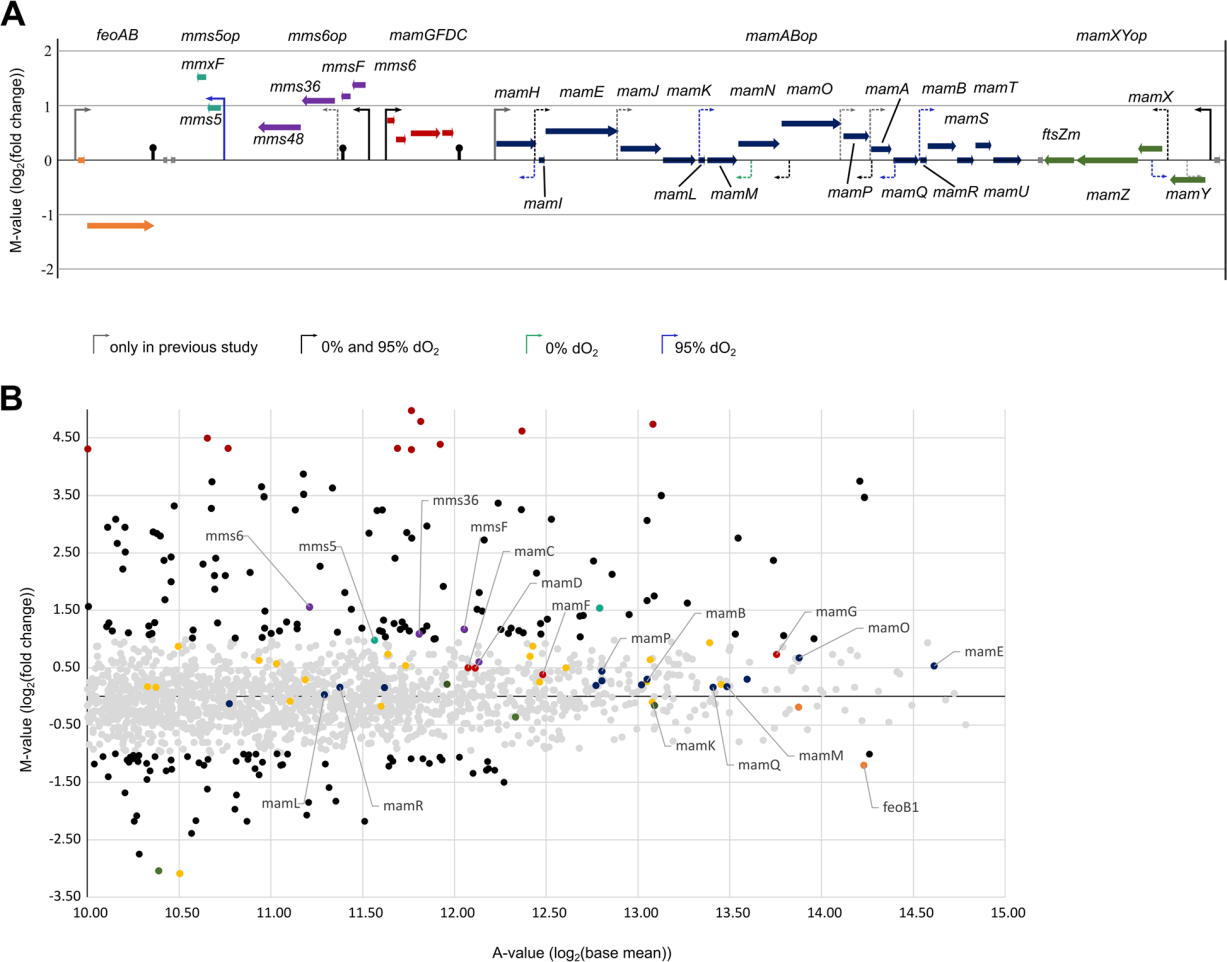
**A **Overview of the MagOPs with previously identified [18] and novel (this study) TSS. **B **Differential expression of genes under anoxic (0% dO_2_) vs. oxic (95% dO_2_) conditions with upregulated and downregulated (M-value ≤ − 1, M-value ≥1, black dots) as well as top highly upregulated (M-value ≥4, red dots) and highly downregulated (M-value ≤ − 3, green dot) genes. Grey dots indicate insignificant differential expression (M-value ≤1, M-value ≥ − 1). MAI genes are highlighted in yellow. The magnetosome gene clusters are colored as following: *feoABop* in orange, *mms5op* in light green, *mms6op* in purple, *mamGFDCop* in red, *mamABop* in blue and *mamXYop* in dark green

From *mamXYop* genes, no significant differential expression was observed for *mamZ* and *ftsZm*, while *mamY* and *mamX* showed weak, but opposite regulation patterns. Under anoxic conditions *mamY* was 1.3-fold (M-value − 0.36) downregulated, whereas *mamX* was upregulated 1.2-fold (M-value 0.21). This seems to be in agreement with their suggested functions, where a possible link between denitrification, the cellular redox potential and biomineralization was suggested for *mamX*, *mamZ* and *ftsZm* [53, 54], while *mamY* was shown to encode a cytoskeletal protein involved in magnetosome chain positioning rather than biomineralization [55]. In addition to the already observed primary promoter upstream of *mamY* (P*mamY*), an intergenic promoter (P*mamX*) between *mamY* and *mamX* was detected under both conditions, which might drive the different transcription of *mamX*, *mamZ* and *ftsZm* [18].

The *feoAB1op*, one of the two ferrous iron uptake systems present in *M. gryphiswaldense,* is thought to be mainly responsible for ferrous iron uptake for magnetosome biosynthesis [2, 56]. Under anoxic conditions, *feoB1*, which encodes a ferrous iron transporting transmembrane GTPase, was 2.3-fold downregulated (M-value − 1.2), while *feoA1* encoding a Fe^2+^ transport related protein of unknown function [57] remained unchanged.

### Genome-wide analysis of promoter architectures

Next, all TSS present under anoxic and oxic conditions were identified with Cappable-seq [31]. 

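Cappable-seq enriches RNA with a triphosphate at its 5′ end, and thus reads start at transcription start sites (TSS). RNA of the 3 anoxic cultures and RNA of the 3 oxic cultures was pooled, which gave 1 Cappable-seq library and 1 uncapped control library per condition. With 1 pool per condition, differences between conditions cannot be set against a spread between replicates and were not tested. In the deposited list the oxic dataset carries the name MinMag, a name that does not occur among the WTSS libraries, and it was taken as the oxic pool because its number of TSS is the one the paper gives for oxic cells. Table S1 gives 4687028 mapped reads for the anoxic and 6692031 for the oxic Cappable-seq library (1.43 times as many), and 6192154 and 4524188 mapped reads for the corresponding controls. The authors kept positions above a threshold on the log2 ratio of the relative read scores of the Cappable-seq and the control library and assigned each TSS to a class by its position relative to genes. The list gives position, strand, class and a whole-number score, which is at least 8 in the anoxic and at least 11 in the oxic pool and is not the log2 enrichment. Scores were used as given and not adjusted to the mapped reads of each pool. Whether a score means the same in both pools is unknown. A TSS was counted as shared when the other pool held one at the identical position on the same strand. Intervals are exact 95% binomial (Clopper-Pearson) intervals and cover counting error only.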

After empirical testing, the thresholds providing high specificity as well as reasonable reduction of false positives were set to an enrichment factor of 2.5. By applying this threshold, 5200 and 5002 TSS were identified for oxic and anoxic conditions, respectively, with 2755 (95% dO_2_) and 2579 (0% dO_2_) TSS exclusively found in each respective condition. 

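TSS were spread evenly over both strands, with 2519 on the plus and 2483 on the minus strand in anoxic cells and 2666 and 2534, respectively, in oxic cells. The oxic pool had 198 TSS more than the anoxic pool (3.96%). At identical positions 1929 TSS were shared, leaving 3073 TSS (61.4%, 95% interval 60.1 to 62.8%) in the anoxic and 3271 TSS (62.9%, 61.6 to 64.2%) in the oxic pool alone. When TSS within 10 nt of each other counted as shared, 2579 (51.6%) and 2755 (53.0%) remained. Most TSS found in a single pool had low scores. At identical positions, 77.2% of the 2626 anoxic TSS and 87.4% of the 2427 oxic TSS with scores up to 20 lacked a partner, compared with 30.3% of the 221 anoxic and 4.73% of the 275 oxic TSS with scores over 1000. Both counts depend on the lowest score kept, with 2437 anoxic and 2877 oxic TSS at a score of at least 20, of which 1078 and 1233 were found in a single pool. At a score of at least 50 the single-pool counts were 542 anoxic and 396 oxic TSS and at a score of at least 100 they were 371 and 178, so that the higher count passes from the oxic to the anoxic pool. These thresholds were chosen after seeing the data. Each was the same number in both pools despite their different numbers of mapped reads, and a partner in the other pool counted at any score. The counts above a threshold therefore do not show which pool holds more TSS of its own.

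**Figure D2:**
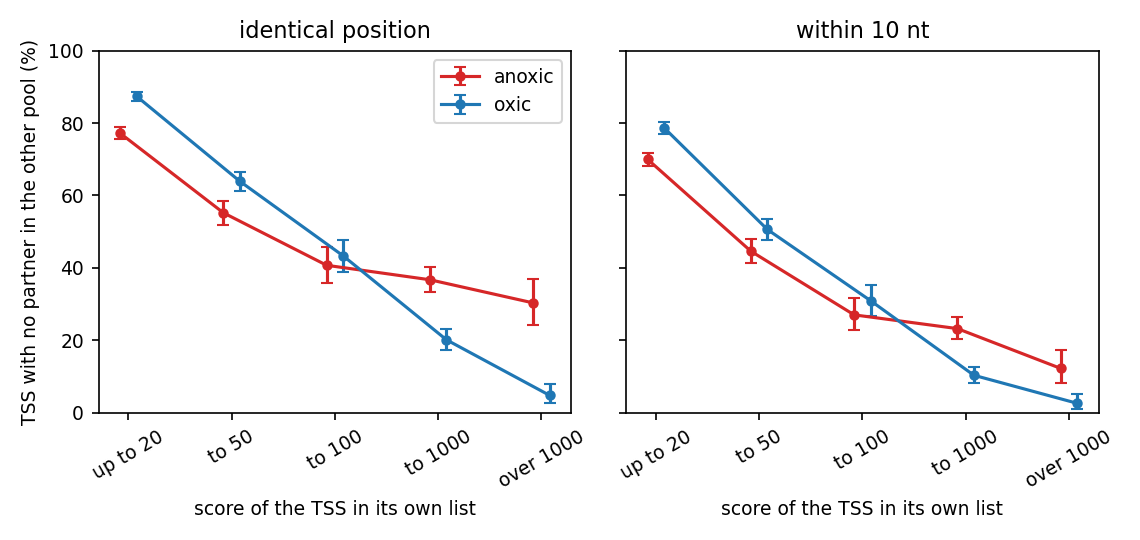
Share of TSS without a partner in the other pool (%), by the score of the TSS, for the anoxic and the oxic pool, with partners counted at the identical position (left) or within 10 nt (right). Bars are exact 95% binomial intervals. In both pools the share is lowest at scores over 1000, where it is 12.2% (anoxic) and 2.55% (oxic) within 10 nt.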

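In the anoxic pool, 1611 TSS (32.2%, 95% interval 30.9 to 33.5%) lay upstream of a coding region, 1683 (33.6%) within a gene, 1507 (30.1%) antisense to a gene and 201 (4.02%) elsewhere. The oxic pool had 1595 (30.7%, 29.4 to 31.9%), 1754 (33.7%), 1589 (30.6%) and 262 (5.04%) TSS of these kinds. The median score of the upstream TSS was 79 in anoxic and 58 in oxic cells, against 13 and 16 for the TSS within genes. Of the upstream TSS, 50.0% (47.6 to 52.5%) in anoxic and 49.5% (47.0 to 52.0%) in oxic cells had no partner at the identical position in the other pool. For TSS within genes these shares were 72.6% (70.4 to 74.7%) and 73.7% (71.6 to 75.8%). The classes were not compared by a test, as there is 1 pool per condition and TSS of one transcript are not independent.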

Identified TSS were classified as primary TSS upstream of the corresponding coding regions (pTSS), intragenic TSS (iTSS), anti-sense TSS (asTSS) and other TSS (oTSS) not part of any of the classes mentioned before.

Since promoter motifs are most highly preserved in intergenic regions, which do not obey the evolutionary restrictions of protein coding regions, motif analysis was performed with the identified pTSS using the software Improbizer [58]. Under both oxic and anoxic conditions, a conserved TATaaT motif was identified (Fig. 4A). Furthermore, a second motif was recognized with the consensus sequence of cTTGcc. Both motifs are separated by a 11–20 bp interspacing region. In most genes, transcription starts with a conserved adenine 6–9 bp downstream of the corresponding − 10 region. For both conditions, a conserved aaGGAG motif as ribosome binding site (RBS) with a 2–19 nt spacer to the start codon was detected (Fig. 4B). Consensus sequences were calculated separately for pTSS within the MAI (inMAI) and the rest of the genome (exMAI). However, no differences were found (Fig. S3).

**Fig. 4:**
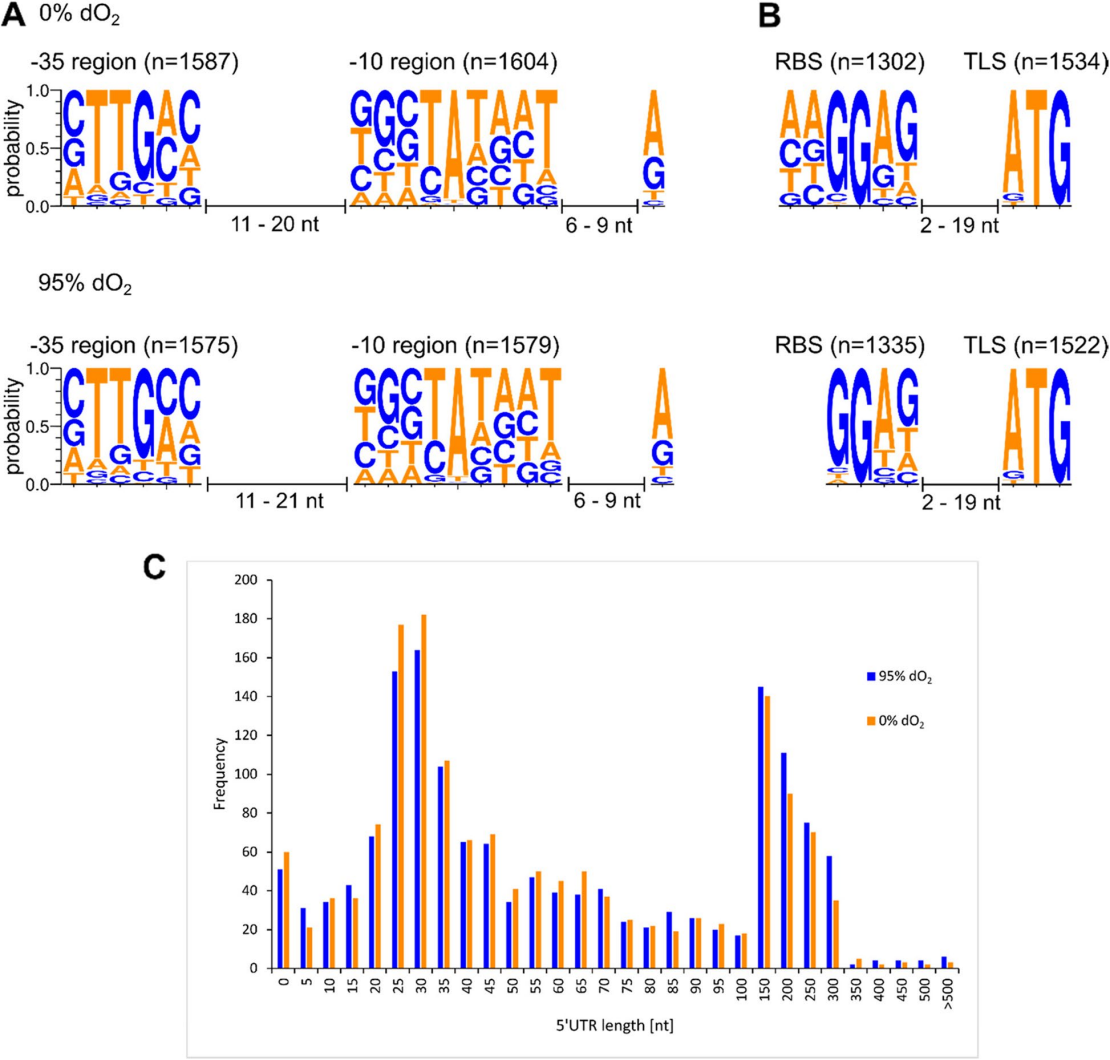
**A** Promoter architecture of identified primary transcription start sites (pTSS) under anoxic (0% dO_2_) and oxic (95% dO_2_) conditions including −35, −10 regions and TSS as well as spacer region lengths. **B** Consensus sequences of the ribosome binding site (RBS) and the translation start site (TLS) with the distances of the interspacing region. **C** Distribution of 5′ untranslated region (5’UTR) lengths for anoxic and oxic conditions. The motif logos were created with Weblogo [59]

To further identify putative regulatory elements of translation apart from the RBS, the region between the identified pTSS and the translation start site (TLS), the so called 5′-untranslated region (5′-UTR) was extracted and further analyzed (Fig. S2). From the 1522 (95% dO_2_) and 1534 (0% dO_2_) extracted 5′-UTRs, 5% (Number of 5′-UTRs under 95% dO_2_ 51 and 0% dO_2_ 60) were considered as leaderless transcripts (5′-UTR length 0–9 nt), since 5’UTRs below 9 nt are considered too short to harbor an RBS with a corresponding spacer region. Short 5′-UTRs with a length of 25–35 nt were the dominant fraction with 20.8% (317) and 23.4% (353) of the investigated sequences under oxic and anoxic conditions, respectively (Fig. 4C). These 5′-UTRs are sufficiently long to comprise an RBS with the corresponding spacer to the TLS.

A second dominant fraction (406 5′-UTRs under 95% dO_2_ (26.7%), and 353 under 0% dO_2_ (23.0%)) ranging from 150 to 300 nt in 5′-UTR length was identified. This suggests a high degree of regulation at both the transcriptional and translational level by cis-regulatory elements such as riboswitches, secondary structures or attenuators since 5′-UTR of these lengths are known to enable such complex structures [60, 61]. Analysis of the genome sequence with the Rfam database [62, 63] identified three putative riboswitches (Table 1), in addition to the previously identified putative regulatory elements in the 5′-UTR [15]. Additionally, one small RNA (sRNA) was identified in the genome.

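Of the 9 elements in Table 1, 8 had a TSS in at least 1 condition, and all 15 TSS positions that the table gives are in the lists. The glycine riboswitch (3661824 to 3661919, plus strand) had the same TSS in both pools at 3661819, 5 nt upstream of the element, with a score of 892 in the anoxic and 1639 in the oxic pool. The manganese riboswitch (2189415 to 2189528, minus strand) had a TSS at 2189523 in both, with scores of 1172 and 635. For the element named rpsB the TSS lay at 1038568 in anoxic cells (score 966) and 1 nt further at 1038569 in oxic cells (score 55). The guanidine-I riboswitch (119571 to 119680, minus strand) had a TSS at 119678 in the oxic pool alone, with a score of 27. The guanidine-II riboswitch (3082026 to 3082072, plus strand) had 1 at 3082019 in both pools, with scores of 82 and 139. Within 300 nt upstream of the small RNA BjrC80 (1456741 to 1456921, minus strand), or within it, neither list has a TSS. The lists hold only TSS above the authors' threshold, and with 1 pool per condition the scores were not compared by a test.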

**Table 1:** Predicted cis-regulatory elements by using the Rfam database [62, 63]

Name	Start	Stop	Bit Score	Strand	0% dO_**2**_ TSS	95% dO_**2**_ TSS
Cobalamin riboswitch	530,889	531,128	118.2	+	530,905	530,801
Guanidine-I riboswitch*	119,571	119,680	75.6	–		119,678
SAM riboswitch	3,457,791	3,457,868	69.5	–	3,457,976	3,457,976
Glycine riboswitch	3,661,824	3,661,919	68.7	+	3,661,819	3,661,819
TPP riboswitch	72,546	72,658	70.6	+	72,467	72,558
manganese riboswitch*	2,189,415	2,189,528	49	–	2,189,523	2,189,523
rpsB*	1,038,575	1,038,671	46.8	+	1,038,568	1,038,569
Guanidine-II riboswitch*	3,082,026	3,082,072	45.7	+	3,082,019	3,082,019
BjrC80 sRNA*	1,456,741	1,456,921	43.4	–		

The newly predicted cis-regulatory elements are highlighted by an asterisk

### Elucidation of the global operon architecture

We further investigated genome-wide operon organization by combining Cappable-seq, WTSS as well as 3′-end-sequencing. To enhance the detection of operons and termination events, results from microoxic and oxic conditions, with nitrate as a nitrogen source, were considered, in addition to the main oxic and anoxic conditions. 

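The operon list gives the start, stop and strand of each primary operon on the genome. The authors made it with the operon detection of ReadXplorer, which joins neighboring coding sequences connected by at least 3 reads, on data pooled over the 4 growth conditions, and therefore it holds no separate result for any condition and no replicates. Table S1 gives 11470881 mapped reads for the pooled WTSS library and 10876025 for the 3′-end library. The list names no genes, and numbers of genes per operon were not analysed here. Lengths were computed from start to stop. TSS of the classes pTSS and iTSS were counted as internal when they lay within an operon on the same strand.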

Initial analysis was conducted using the automatic operon prediction tool as part of the ReadXplorer software [64] with the threshold of at least three spanning reads for assigning two neighboring genes into a primary operon (i.e., a polycistronic transcript harboring at least two genes). If additional TSS were located within a presumed primary operon, a sub-operon was assumed. 

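The operon list holds 853 primary operons, 442 on the plus and 411 on the minus strand, with a median length of 2806 nt and quartiles of 1694 and 4634 nt. The longest runs from 1580347 to 1632854 on the plus strand (52508 nt), and 45 operons exceed 10000 nt. The next longest are at 2151584 to 2185653 (34070 nt) and 3282445 to 3304619 (22175 nt), both on the plus strand. Among 3 entries shorter than 300 nt, of 174, 160 and 1 nt, the entry of 1 nt at 2755292 on the minus strand is too short for a gene.

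**Figure D3:**
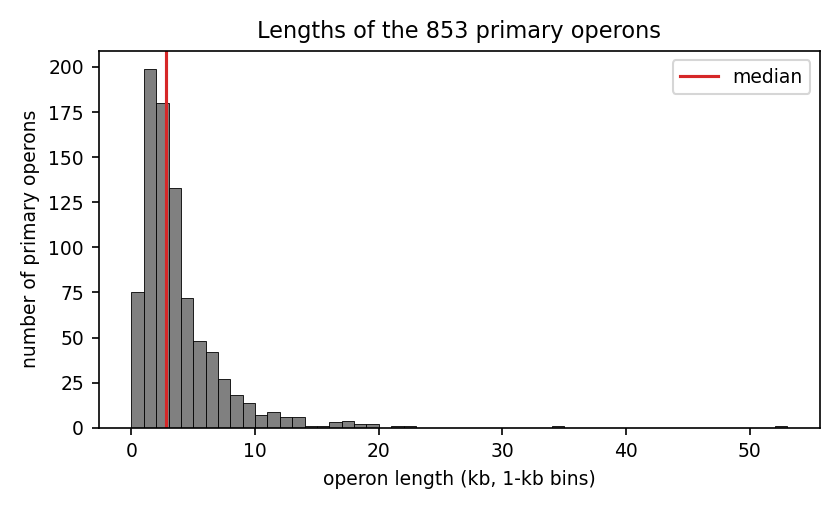
Number of primary operons (vertical axis) by length in kb (horizontal axis, bins of 1 kb). The line marks the median of 2806 nt, and the longest operon of 52508 nt stands apart on the right.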

Using this procedure, 643 genes were found expressed as monocistronic transcripts, and 853 as primary operons comprising between 2 and 23 genes, and 3254 genes in total (Fig. 5). The majority (89% / 764 primary operons) of the polycistronic transcripts comprised 2–6 genes with 357 primary operons coding for two genes (41.9%), followed by transcripts with three genes (22% / 189 primary operons). Among the longest operons was the well-studied *mamABop* with 17 genes involved in magnetosome biosynthesis. Other examples for long operons comprised 16 genes (17 kb) encoding NADH-quinone oxidoreductase subunits, and 21 genes encoding ribosomal proteins (9 kb).

**Fig. 5:**
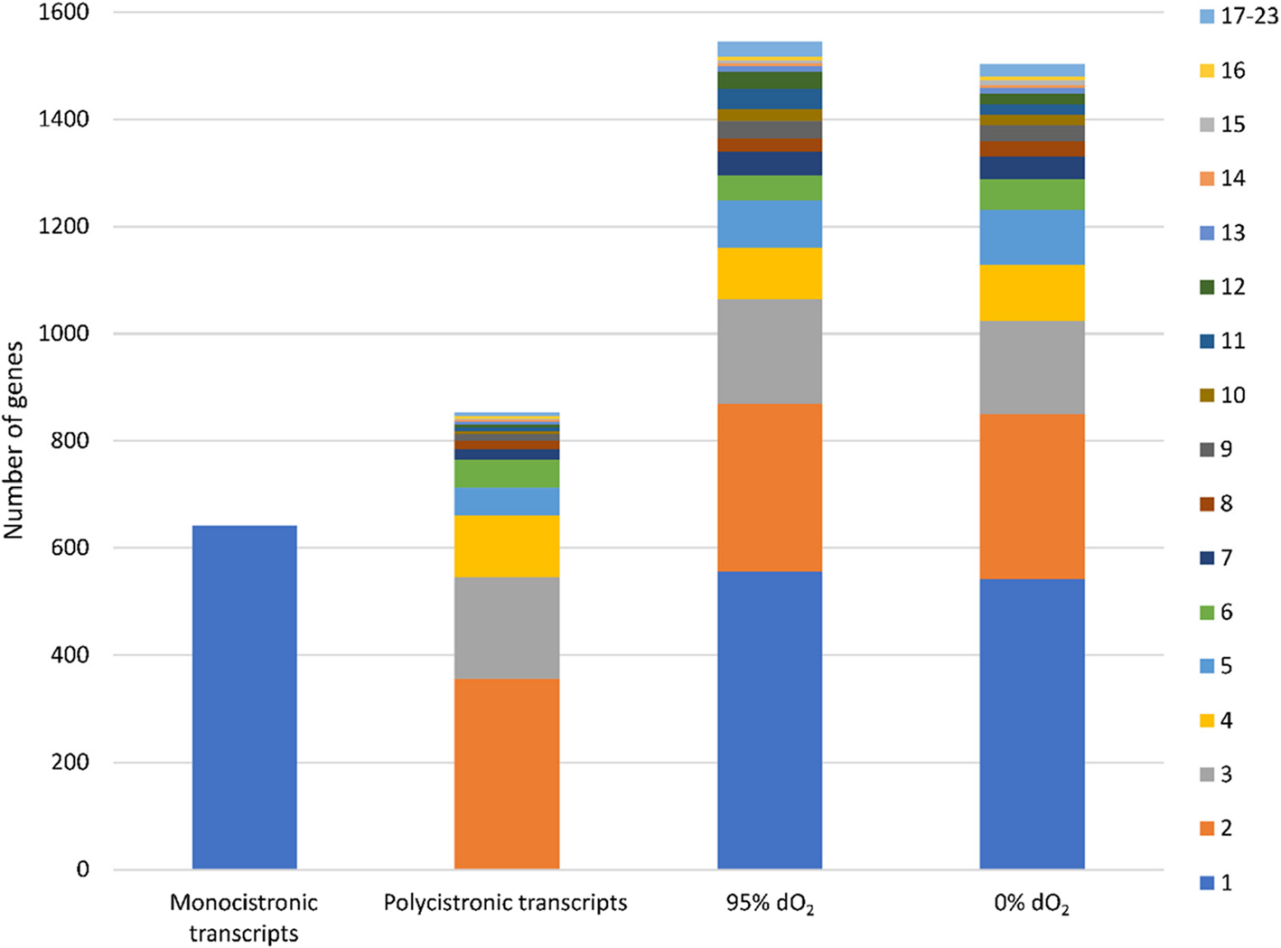
Distribution of identified operons by gene number. Monocistronic and polycistronic transcripts were identified from the pooled dataset including all tested conditions. Sub-operons were defined by transcription start site (TSS) identification within a primary operon for the respective condition (95 and 0% dO_2_). The number of genes within the monocistronic and polycistronic as well as the sub-operons is coded by color

Different sub-operon profiles were identified in magnetic (anoxic) and non-magnetic (oxic) cells. 

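Within the primary operons lay 1824 TSS of the anoxic pool in 628 operons and 1890 TSS of the oxic pool in 602 operons. At identical positions, 1197 of the anoxic and 1263 of the oxic TSS were found in that pool alone. When TSS within 10 nt of each other counted as shared, 1048 and 1111 remained. These are counts of TSS and not of sub-operons. An internal TSS was present in both pools in 524 operons, in the anoxic pool alone in 104 and in the oxic pool alone in 78, while 147 operons had none. The operon from 3282445 to 3304619 on the plus strand held the largest number, 29 anoxic and 36 oxic TSS. Most of these TSS were intragenic, and with pTSS alone 453 anoxic and 446 oxic TSS remained. At a score of at least 20, a threshold chosen after seeing the data, the counts were 807 and 915.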

Under oxic conditions 1545 sub-operons were identified with 814 sub-operons exclusive for this condition. Anoxic datasets showed 1504 sub-operons of which 836 were exclusively identified under this condition. In both conditions, the majority of sub-operons encompass a single gene (oxic: 36.1% /anoxic: 36.1%), followed by two genes (20.1% / 20.4%), whereas 43.8% / 43.8% of the identified sub-operons consist of more than three genes (Fig. 3).

Within the MAI, 28 monocistronic transcripts and 30 primary operons (including the MagOPs) were identified under all four investigated conditions, the majority of which encompass two genes (21 primary operons). Furthermore, 47 sub-operons dataset were identified within the oxic dataset, whereas only 29 within the anoxic dataset, suggesting a lower transcriptional complexity under anoxic conditions. Whereas the architecture of the two primary *feoAB1op* and *mms5op* did not change, showing two and no sub-operons, respectively, the other MagOPs exhibited condition-dependent changes in TSS numbers resulting in different sub-operonic structures. The smaller primary operons *mms6op* (3 / 2) and *mamGFDCop* (2 / 1) showed a decreased complexity by one sub-operon under anoxic conditions. The most striking effect was observed for *mamABop*, in which the number of 36 sub-operons under oxic conditions decreased to only 13 under anoxic conditions. The same was observed in the case of *mamXYop*, where the number of sub-operons decreased from 6 to 3 sub-operons.

## Discussion

Here, we employed a combination of various RNA-seq techniques to identify the transcriptional landscape, promoter structure and operon architecture of *M. gryphiswaldense* during anaerobic conditions favoring magnetosome formation. As expected, many of the upregulated genes are directly or indirectly linked to anaerobic respiration and most of these genes (23) have functions in various steps of denitrification. Determinants of aerobic respiration were also among the top upregulated genes in anoxic magnetic cells, such as the *cbb3* oxidase encoded by *ccoNOQP* operon. Besides encoding the primary cytochrome c terminal oxidase for aerobic respiration, *cbb3*-type oxidase was also linked to the redox balance control required for magnetosome biomineralization, which was severely impaired upon deletion [35]. By contrast, the *aa*_*3*_-type cytochrome c oxidase encoded by *coxBAC* and *ctaG* with a suggested function in oxygen detoxification, but no role in magnetosome biosynthesis [35] was significantly downregulated, and the *bd*-type cytochrome c terminal oxidase encoded by *cydBA* did not show any differential expression. Additionally, we also found several genes involved in cytochrome c maturation and disulfide bond formation among upregulated genes. Since several key proteins involved in magnetosome biosynthesis are c-type cytochromes exhibiting a unique so called “magnetochrome” fold [37, 38], regulation of the cytochrome c maturation system may affect magnetosome biosynthesis directly, in addition to the more indirect effects on many cytochrome c domain containing respiratory enzymes. Indeed, genetic impairment of cytochrome maturation resulted in aberrant magnetite crystal morphologies in a genome wide transposon mutagenesis screen [22]. The genes *dsbA* and *dsbB* are involved in the proper folding of periplasmic proteins through disulfide bond formation [65], but also have a suspected auxiliary function in magnetosomes biosynthesis [22]. For example, several magnetosome proteins, such as MamE/F/G/H/N/P/S/T/X/Z, contain more than two cysteines in their proposed luminal domains [66], rendering them putative substrates of DsbA and DsbB. In our analysis, the constitutive high expression of *dsbA* and *dsbB* (A-value 9–10) would agree with such an important function.

Genes for respiratory functions were also found enriched among the 77 upregulated genes in microoxic (0.5% dO_2_) magnetic *M. gryphiswaldense* cells compared to semi-oxically grown cells (30% dO_2_) by Wang and colleagues [28]. In the same study, 95 genes, involved in various generic cellular processes, were downregulated under 0.5% dO_2_ compared to cells grown under 30% dO_2_ [28]. The top upregulated *cycA_1* and putatively transcriptional regulators such as *crp_1* or *crp_3* identified in our study escaped detection in the previous study [28]. Furthermore, motility associated genes found to be highly regulated by Wang et al. [28], were not among the top-upregulated genes in our study. 

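The regulator gene *crp_1* (MSR1_01920) was expressed at 968 ± 164 TPM (SD, n = 3) under anoxic and at 47.3 ± 5.78 TPM (SD, n = 3) under oxic conditions, with an M-value of 4.32 (standard error 0.13, adjusted p = 5.36e-08 from limma). The adjacent *tusE_1* (MSR1_01910), annotated as a sulfurtransferase, rose from 24.0 ± 5.62 to 1065 ± 199 TPM (SD, n = 3 each; M-value 5.43, standard error 0.20, adjusted p = 9.04e-07 from limma). In oxic cells with nitrate *crp_1* had 180 ± 101 TPM and *tusE_1* 125 ± 81.7 TPM (SD, n = 3 each). *crp_1* was not called between these and anoxic cells. Neither M-value against oxic cells with ammonium therefore stands for oxygen alone.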

Since overlapping expression of aerobic and anaerobic key genes was observed under microoxic conditions [20], our comparison between highly controlled inhibitory oxic and fully anoxic conditions favoring highest magnetite biomineralization can be expected to reveal more pronounced regulatory differences between magnetic and non-magnetic cells, which likely explains the higher number of differentially expressed genes (300 up-, and 164 downregulated) identified in our study. Among them, several genes with so far unknown function, such as MSR1_19280, MSR1_19290 and MSR1_04470 represent novel candidates for respiration-linked genes, but as such might also be putatively involved in magnetosome biosynthesis because of their high upregulation in magnetic cells.

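MSR1_19290, annotated as a hypothetical protein, lies next to the hemerythrin gene MSR1_19280 by locus tag. Its transcript rose from 15.4 ± 0.765 TPM (SD, n = 3) in oxic to 503 ± 65.2 TPM (SD, n = 3) in anoxic cells, with an M-value of 4.94 (standard error 0.10, adjusted p = 2.61e-09 from limma).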

Hemerythrins were previously implicated in magnetosome biosynthesis because of their known function in oxygen sensing as well as iron transport in other bacteria [43]. In addition, the conspicuously high numbers of genes encoding bacteriohemerythrins present in the genome (26 copies), and in particular within the MAI of *M. gryphiswaldense* led to speculations about a possible function in magnetosome biosynthesis [42, 67]. Thus, their upregulation in magnetic ells observed in our and a previous study [28] would be consistent with such a function, which however needs to be further investigated.

### Regulation of magnetosome genes

A remarkable finding was that the magnetosome specific genes comprised within the *feoAB1op*, *mms5op*, *mms6op*, *mamGFDCop*, *mamABop* and *mamXYop* operons were among the most highly transcribed genes in the cell, comparable to, or even exceeding highly expressed housekeeping genes, such as those coding for DNA-polymerase subunits (*dnaE* and *dnaN*, A-value 12.2 and 12.1), as well as ribosomal proteins (*rplD* and *rplE*, A-values 13.0 and 11.4). The overall weak regulation of the majority of the *mam*- and *mms*-genes confirmed earlier studies, which suggested a constitutive expression of specific magnetosome biosynthesis genes [13, 28]. In addition, previous studies showed that key magnetosome proteins as well as empty magnetosome membrane vesicles were highly abundant in non-magnetic cells in which magnetite biomineralization was entirely suppressed by aerobic cultivation [13, 68]. Expression of the large *mamABop* encoding key functions in magnetosome membrane formation, assembly and crystal nucleation, remained largely unchanged at high expression levels between our tested conditions. Only *mms6op*, *feoAB1op* and *mms5op*, which are not essential, but have redundant or accessory function in iron transport or magnetite crystal size regulation, were upregulated in magnetic cells. The high and constitutive expression of magnetosome genes indicates that magnetosome biosynthesis is among the key cellular functions under all conditions. Thus, the absence of magnetite crystals in oxic cells cannot be explained by the lack or poor transcription of magnetosome specific proteins but instead possibly by abiotic direct oxidation of the cellular ferrous iron, thus disturbing the proper Fe^2+^/Fe^3+^ ratio required for magnetite precipitation, which cannot be compensated by the cellular reductase activities. Alternatively, or in addition, highly aerobic conditions may damage oxygen-sensitive cofactors important for the magnetite biomineralization, such as Fe-S-cluster containing respiratory enzymes, as observed by Imlay and colleagues in *E. coli* [69, 70].

### Oxic conditions cause increasing transcriptional complexity

We found substantial differences in the number and position of TSSs between anoxic and oxic conditions, and to some degree, also between each of those and a previous study [18]. A higher number of TSSs (5200) was identified in oxic, non-magnetic cells vs. 5002 in anoxic magnetic cells. A possible reason for the increased number of TSS in oxic cells could be the compensation of instability of long transcripts induced by reactive oxygen species, thus possibly ensuring transcription from additional sites within the operon. However, since we identified only a 4% difference in TSS-number between conditions with pooled replicates, it might be worth to clarify oxygen impact on transcriptional organization in future studies. Within the MAI, anoxic conditions also resulted in fewer TSSs than detected in the previous study [18], whereas under oxic conditions most of the previously detected TSSs were confirmed [18]. The absence of the previously detected intergenic TSS upstream of *mms36* [18] suggests that this TSS is only active under the rather undefined oxygen conditions used in the previous study [18], resulting in cells at diverse stages of growth.

### Comparative analysis of global promoter structure

Under both anoxic and oxic conditions, conserved motifs at − 35 (cTTGcc) and − 10 regions (TATaaT) separated by an interspacing region of 11–20 bp were detected. A similar promoter architecture was also identified in the σ^70^-dependent promoters in other Alphaproteobacteria such as *Gluconobacter oxydans* [71], and with sequence similarity to the − 35 (TTGACA) and − 10 (TATAAT) motifs characteristic for the *E. coli* house-keeping sigma factor σ^70^ [72]. Thus, the vast majority of *M. gryphiswaldense* primary promoters during the investigated growth phase conditions is likely σ^70^-dependent as well. The identification of conserved promoter structures also has practical implications. For instance, the P*mamDC*_45_ promoter driving transcription of the *mamGFDCop* shows a canonical σ^70^ promoter architecture with TTCGC for − 35 region and TAAATT for − 10 region separated by an approximately 20 bp spacer, and a 6 bp spacer to the corresponding TSS [13]. The high similarity between P*mamDC*_45_ sequence to the promoter motifs that we found to exhibit highest activity confirms that the P*mamDC*_45_ represents an appropriate promoter for high expression in *M. gryphiswaldense* [10, 53, 73].

Within the 5′-UTR we found a conserved aaGGAG motif serving as an RBS with in average 8 nt as spacer to the corresponding start codon in both oxic and anoxic datasets. This architecture resembles the optimized RBS (AGGAG followed by an 8 nt spacer) for expression in *M. gryphiswaldense*, which has been experimentally identified [10, 73]. Noteworthy, longer 5′-UTRs were more common in transcripts from oxic conditions, whereas significantly shorter 5′-UTRs were found under anoxic conditions. This may suggest a higher potential for regulation by cis-regulatory elements and is consistent with the increased transcriptional complexity in oxic cells, possibly suggesting an overall increased regulatory potential under these conditions. Our analysis of 5′-UTR for regulatory RNA structures, based on the Rfam database, predicted new riboswitches in addition to the previously annotated ones in the most recent version of the *M. gryphiswaldense* genome [15]. New elements with a clear regulatory function, such as a glycine-riboswitch upstream of the glycine degradation system (*gcvTHPAPB*-operon), but also elements with so far unknown function were detected such as the BjrC80 sRNA upstream of hypothetical proteins. Although some new cis-regulatory elements were found, they only represent a relatively small fraction (2.5% of 5′-UTR length 150–300 nt under anoxic conditions) compared to the high number of long 5′-UTRs (26.7 [95% dO_2_]/23% [0% dO_2_]), suggesting that most regulators remain unidentified. Taken together, it seems that expression regulation under the tested conditions in *M. gryphiswaldense* is based to a significant degree on cis-regulatory elements like riboswitches as sensors for environmental cues, as suggested by the 5′-UTR length.

## Conclusions

The transcriptome under conditions of highest magnetosome biosynthesis revealed an interplay between generic metabolic processes, such as anaerobic respiration, as well as increased biosynthesis and maturation of cytochrome c proteins and hemerythrins; some of these pathways have already been implicated in magnetosome biosynthesis. In addition, in highly magnetic cells, the transcriptional complexity is reduced compared to oxic, nonmagnetic cells. Furthermore, magnetosome genes mostly exhibit a constitutively high expression, which is only weakly affected by growth conditions.

Our study sheds light on the genome-wide complex transcriptional organization during magnetosome biosynthesis as a model for the formation of an intricate prokaryotic organelle with relevance for the research at system level. Furthermore, the insights can be used for engineering promoters as well as entire cellular pathways, thereby enabling rational design of synthetic magnetosome operons for targeted magnetosome production.

## Materials and methods

### Bacterial strains, culturing conditions and cell sampling

*Magnetospirillum gryphiswaldense* strain MSR-1 (DSM 6361) [74, 75] was cultivated in flask standard medium (FSM) comprising 10 mM 2-[4-(2-hydroxyethyl) piperazin-1-yl] ethanesulfonic acid (HEPES) (pH 7.0), 15 Mm potassium lactate, 4 mM NaNO_3_, 0.74 mM KH_2_PO_4_, 0.6 mM MgSO_4_ x 7H_2_O, 50 μM iron citrate, 3 g L^− 1^ soy peptone and 0.1 g L^− 1^ yeast extract.

Cells used for RNA isolation and cDNA library preparation were cultivated in a stirred-tank 3 L bioreactor (BioFlo™ 320, Eppendorf Bioprocess, Jülich, Germany) equipped with an InPro3253i (Mettler-Toledo, Columbus, USA) pH probe and an InPro6850i (Mettler-Toledo, Columbus, USA) O_2_ sensor, according to the previously established oxystat fermentation regime [26]. Briefly, the seed-train encompassed two passages in 10 mL FSM in 15 mL conical centrifugation tubes at room temperature for 40 h after inoculation from 4 °C stock cultures. Afterwards, stepwise scale-up was performed in screw-capped bottles with subsequent cultivation in 30 mL preculturing medium (FSM with 150 μM iron citrate and 1 g L^− 1^ soy peptone) at room temperature for 40 h followed by a second preculturing step with 300 mL preculturing medium at 28 °C for 16 h with slightly unscrewed lid for air exchange. For the second step, the incubation was performed at 120 rpm in an orbital shaking incubator, which were then used for inoculation of the bioreactor.

Oxystat fermentations were conducted under oxic (95% dO_2_), microoxic (1% dO_2_) and anoxic (0% dO_2_) in large-scale medium (LSM) comprising 15 mM potassium lactate, 4 mM NaNO_3_, 0.74 mM KH_2_PO_4_, 0.6 mM MgSO_4_ x 7H_2_O, 150 μM iron citrate, 3 g L^− 1^ soy peptone and 0.1 g L^− 1^ yeast extract. For anaerobic fermentations, the medium was supplemented with additional sodium nitrate to 10 mM to further prolong the main growth phase. Prior to inoculation of the microoxic and anoxic processes, oxygen was gassed out with nitrogen. During microoxic and oxic fermentations dO_2_ was controlled by automated adjustment of agitation (100–300 rpm) and airflow (0–10 SLPM) with compressed air [26]. For anoxic conditions, the medium was continuously sparged with 0.2 standard liter per minute (SLPM) nitrogen to prevent oxygen diffusion into the system and agitation was kept constant at 100 rpm.

Cells were harvested during main growth phase by pumping 400 mL of the fermentation broth through an ice cooled silicon tube for quick cooling to 4 °C. Subsequently the cells were pelleted at 8300 g and 4 °C for 10 min using a Sorvall RC-5B Plus centrifuge (Thermo Fisher Scientific, Waltham, USA) and shock-frozen with liquid nitrogen. The cell pellets were then shipped on dry ice to Vertis Biotechnologie AG (Freising) for RNA isolation, library preparation and sequencing.

### Cell growth and magnetic response

Both optical density (OD) as measure for cell growth and magnetic response were measured with an Ultrospec2000 pro spectrophotometer at 565 nm. The magnetic response was measured according to Schüler et al., 1995 [30]. Briefly, cells were magnetically aligned perpendicular and vertical to the light beam of a photometer resulting in a change of the OD_565_. The ratio of maximal and minimal scattering intensities subtracted by 1 (*C*_*mag*_) represents the magnetic response of the cells as estimation for magnetosome biomineralization.

### RNA isolation, cDNA library preparations and sequencing

The RNA isolation, cDNA library preparation and sequencing were performed by Vertis Biotechnologie AG (Freising). Different RNA-seq techniques were employed, such as 3′-end sequencing [32], whole transcriptome shotgun sequencing (WTSS) and Cappable-sequencing [31].

For the elucidation of genome wide transcription initiation, expression coverage and transcription termination, Cappable-seq [31], whole transcriptome shotgun sequencing (WTSS) and 3′-end sequencing [32] techniques were applied, respectively.

Total RNA was isolated from samples using the mirVana RNA isolation kit (Thermo Fisher Scientific, Waltham, USA) followed by a DNase treatment step. RNA quality was checked by capillary electrophoresis.

For the identification of transcription start sites (TSS), the extracted RNA of the oxic and anoxic triplicates were pooled resulting in two pooled RNA samples for primary 5′-end enrichment by using a modified version of the Cappable-sequencing technique [31]. Briefly, 5′ triphosphorylated RNA was capped with 3′-desthiobiotin-TEG-guanosine 5′ triphosphate (DTBGTP) (New England Biolabs, Ipswitch, USA) facilitated by the vaccinia capping enzyme (New England Biolabs, Ipswitch, USA). For enrichment of the primary 5′-ends, the biotinylated RNA was applied to a streptavidin column, washed and eluted. An uncapped control was also applied to the column to check for unspecific binding to the column matrix. Subsequently, the sequencing adapter ligation, reverse transcription and PCR amplification of the cDNA were performed according to TrueSeq Stranded mRNA library instructions (Illumina, San Diego, USA).

The WTSS library preparation was performed for biological triplicates of the four investigated conditions and a pooled RNA sample of all extracted RNAs. The ribosomal RNA was then depleted by an in-house protocol (Vertis Biotechnologie AG, Freising, Germany) for the 13 RNA samples. The remaining mRNA was purified using the Agencourt AMPure XP kit (Beckman Coulter Genomics, Chaska, USA) and quality checked by capillary electrophoresis. Fragmentation of the mRNA, reverse transcription, adapter ligation and PCR amplification were performed according to TrueSeq Stranded mRNA library instructions (Illumina, San Diego, USA).

For the 3′-end library preparation a 3′ Illumina sequencing adapter was ligated to the 3′-OH ends of the rRNA depleted RNA sample prior to reverse transcription, cDNA fragmentation, sequencing adapter ligation and cDNA purification using the Agencourt AMPure XP kit (Beckman Coulter Genomics, Chaska, USA).

All cDNA libraries (in total 15 libraries) were single-end sequenced on an Illumina NextSeq 500 system (Illumina, San Diego, USA) using 1 × 75 bp read length.

### Bioinformatic methods

#### Read mapping and visualization

The sequencing reads from all 15 libraries were trimmed for sequencing adapters and low-quality bases before mapping to the current *M. gryphiswaldense* genome (Accession No. CP027526) using the CLC Bio’s Genomic Workbench software package (Qiagen, Venlo, Netherlands) with a mapping efficiency between 93 to 98% (Table S1). The resulting datasets were then visualized and investigated with ReadXplorer [64].

#### Transcriptional start site detection and motif analysis

Transcriptional start sites (TSS) were automatically detected with the Cappable-seq tools [31]. Briefly, the relative read score (RRS) is calculated for both Cappable-seq datasets by normalizing the read coverage for each base in the reference genome to the sequencing depth. Subsequently, the enrichment score for the corresponding position is calculated according to the formular enrichment score = log_2_(RRS/RRScontrol), where RRScontrol is the relative read score in the control library at the same genomic position as in the TSS enriched library. After empirical testing, the optimal threshold for highly specific TSS detection was determined with 2.5 for both datasets (oxic and anoxic conditions). Afterwards, the identified TSS were classified based on the localization in the genome by using an automated in-house script.

For identification of the conserved σ^70^-promoter motives, sequences 70 bp upstream of the assigned pTSSs were extracted and taken as input for the motif-analysis software Improbizer [58]. To identify the consensus sequence of the ribosome binding site (RBS) the region 20 bp upstream of the translation start site (TLS) assigned to a pTSS was analyzed by Improbizer.

The identified consensus sequences for the − 10 and − 35-region were visualized with WebLogo 3 [59].

#### Elucidation of operon structure

The operon detection was performed with the automated prediction tool implemented in ReadXplorer [64]. When at least three reads connecting two coding sequences were counted the corresponding genes were assigned into a primary operon. This process was continued for the following genes until no more genes could be assigned to that operon.

Sub-operons were assigned, when a TSS (pTSS or iTSS) was identified within a primary operon.

#### Differential gene expression analysis

Prior to differential expression analysis, the reads of the replicates were normalized by transcripts per kilobase million (TPM) [76] and checked by Pearson correlation coefficient (R^2^) to ensure the suitability for comparison. 

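The squared Pearson correlation of TPM across the listed loci was computed for each pair of replicates. It is a correlation across genes, which are not independent replicates. In anoxic cells R2 was 0.974, 0.963 and 0.975, and in oxic cells 0.986, 0.969 and 0.937. The microoxic libraries gave 0.894, 0.966 and 0.910, with both lower values belonging to replicate 2. The oxic libraries with nitrate gave 0.951, 0.896 and 0.819, the lowest of the 12 values, between replicates 2 and 3. On the log2(TPM + 1) scale the lowest value, for the same pair, was 0.937.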

All replicates among each condition show R^2^-values above 0.8 indicating the high consistency among the different experiments (Table S2). Differential expression analysis was conducted with the whole transcriptome datasets cells grown under different growth conditions described under ‘Bacterial strains, culturing conditions and cell sampling’. The reads mapped to genes of three biological replicates per condition were counted by the implemented tool in the ReadXplorer software and tested for differential expression with DESeq2 [77] using default settings. In case the false discovery corrected *p*-value was below 0.01, the corresponding gene was considered as differentially expressed under the compared conditions.

## Supplementary Information

**Additional file 1: Figure S1*.*** Cell growth and magnetic response (C_mag_) under **A**) anoxic (dO_2_ 0%, 10 mM nitrate), B) oxic (dO_2_ 95%, 4 mM ammonium), **C**) microoxic (dO_2_ 1%, 4 mM nitrate), **D**) oxic with nitrate (dO_2_ 95%, 4 mM nitrate) conditions. (Scale bar 1 μm). Growth (black and grey lines) and C_mag_ (colored lines) were depicted for each replicate (circles, diamonds and triangles). The black arrow indicates the sampling timepoint for the RNA-seq experiments.

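Beyond the 23 genes of the denitrification list, the genes of Table S3 that rose include annotated functions in redox chemistry and transport. *fccA_1* (MSR1_09990), annotated as the cytochrome subunit of a sulfide dehydrogenase, had an M-value of 4.87 (standard error 0.28, adjusted p = 1.04e-05 from limma). Its level was 323.6 ± 82.6 TPM in anoxic cells and 10.2 ± 3.60 TPM in oxic cells with ammonium (SD, n = 3 each). It was 81.45 ± 37.8 TPM in oxic cells with nitrate and 235.8 ± 207.9 TPM in microoxic cells (SD, n = 3 each). The M-value of *fccA_1* therefore does not stand for oxygen alone. MSR1_09630, a molybdenum cofactor biosynthesis or radical SAM protein, rose from 10.3 ± 0.854 to 827 ± 66.7 TPM (SD, n = 3 each). *glnQ_2*, annotated as an ATP-binding protein of glutamine transport, and *ubiE_1*, annotated as a methyltransferase of ubiquinone and menaquinone synthesis, had M-values of 5.70 and 5.12. By locus tag both lie in the stretch from MSR1_08120 to MSR1_08220 that includes *nosZ*. Whether they take part in denitrification was not examined. *macA_2*, annotated as a macrolide export protein, had an M-value of 4.49. Among the genes that fell, the putative formate dehydrogenase gene MSR1_05600 (M-value -3.02, adjusted p = 3e-05 from limma) and the adjacent *fdhD* (M-value -3.10, adjusted p = 7.36e-06 from limma), which encodes an accessory sulfurtransferase of formate dehydrogenase, both fell. MSR1_05600 had 90.1 ± 32.1 TPM in oxic cells with ammonium, 23.3 ± 4.21 TPM in oxic cells with nitrate and 59.1 ± 44.1 TPM in microoxic cells (SD, n = 3 each). For *fdhD* these levels were 91.3 ± 27.6, 28.8 ± 1.94 and 51.7 ± 39.8 TPM (SD, n = 3 each). Neither gene was called for nitrate against ammonium, but their M-values do not stand for oxygen alone. MSR1_02680, a hypothetical protein, fell from 1815 ± 87.6 to 212 ± 27.7 TPM (SD, n = 3 each).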

**Additional file 2: Table S3.** List of top 41 up- and downregulated genes under anoxic in comparison to oxic conditions.

**Additional file 3: Figure S3*.*** Comparison between promoter motives of TSS located within (inMAI) and outside (exMAI) of the magnetosome island, cultivated under anoxic (0% dO_2_) and oxic (95% dO_2_) conditions. The motif logos were created with Weblogo [58].

**Additional file 4: Figure S2.** Distribution of classified transcription start sites (TSS) under anoxic (0% dO_2_) and oxic (95% dO_2_) conditions in the whole genome (pTSS, primary TSS; asTSS, antisense TSS; iTSS, intragenic TSS; oTSS; other TSS).

**Additional file 5: Table S1.** Mapping statistics of the different RNA-seq datasets including the three library preparation techniques, namely Cappable-seq, whole transcriptomic shotgun sequencing and term-seq sequencing.

**Additional file 6: Table S2.** Pearson correlation coefficients R^2^ of the biological replicates.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE197098, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197098.

# Supplementary material for: The transcriptomic landscape of Magnetospirillum gryphiswaldense during magnetosome biomineralization
**Source:** BMC Genomics. 2022 Oct 10;23:699. doi: 10.1186/s12864-022-08913-x
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Cell growth and magnetic response (Cmag) under A) anoxic (dO2 0%, 10 mM nitrate), B) oxic (dO2 95%, 4 mM ammonium), C) microoxic (dO2 1%, 4 mM nitrate), D) oxic with nitrate (dO2 95%, 4 mM nitrate) conditions. (Scale bar 1 μm). Growth (black and grey lines) and Cmag (colored lines) were depicted for each replicate (circles, diamonds and triangles). The black arrow indicates the sampling timepoint for the RNA-seq experiments.

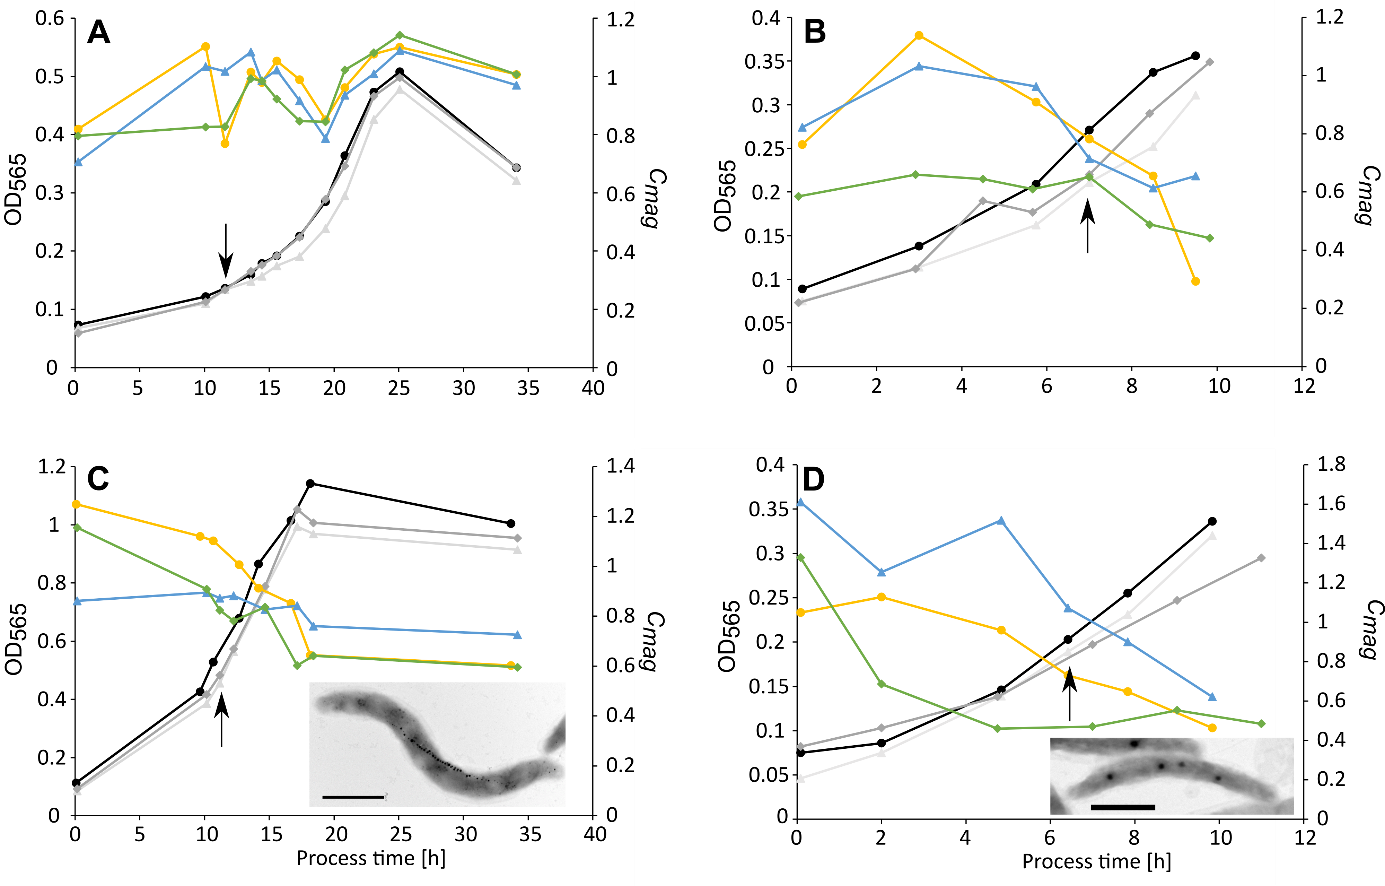

**Figure S1:** Cell growth and magnetic response (C_mag_) under **A**) anoxic (dO_2_ 0%, 10 mM nitrate), B) oxic (dO_2_ 95%, 4 mM ammonium), **C**) microoxic (dO_2_ 1%, 4 mM nitrate), **D**) oxic with nitrate (dO_2_ 95%, 4 mM nitrate) conditions. (Scale bar 1 µm). Growth (black and grey lines) and C_mag_ (colored lines) were depicted for each replicate (circles, diamonds and triangles). The black arrow indicates the sampling timepoint for the RNA-seq experiments.

# Supplementary material for: The transcriptomic landscape of Magnetospirillum gryphiswaldense during magnetosome biomineralization
**Source:** BMC Genomics. 2022 Oct 10;23:699. doi: 10.1186/s12864-022-08913-x
**Supplement:** Supplementary file 3 — Additional file 3: Figure S3. Comparison between promoter motives of TSS located within (inMAI) and outside (exMAI) of the magnetosome island, cultivated under anoxic (0% dO2) and oxic (95% dO2) conditions. The motif logos were created with Weblogo [58].

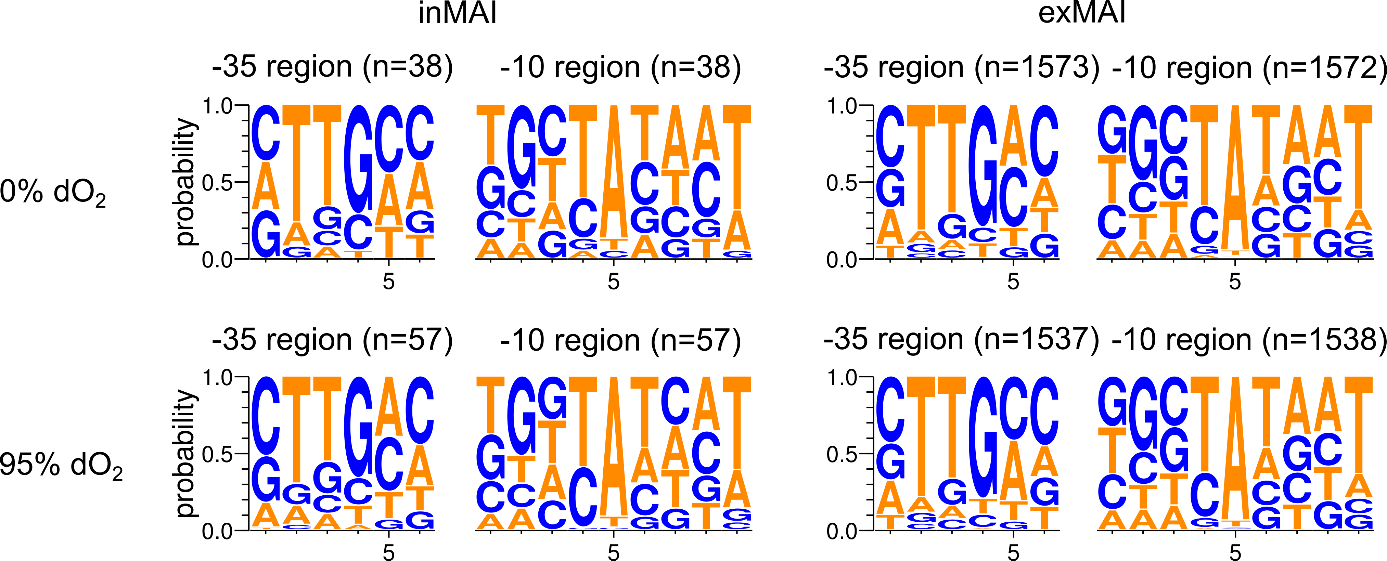

**Figure S3:** Comparison between promoter motives of TSS located within (inMAI) and outside (exMAI) of the magnetosome island, cultivated under anoxic (0% dO_2_) and oxic (95% dO_2_) conditions. The motif logos were created with Weblogo [63].

# Supplementary material for: The transcriptomic landscape of Magnetospirillum gryphiswaldense during magnetosome biomineralization
**Source:** BMC Genomics. 2022 Oct 10;23:699. doi: 10.1186/s12864-022-08913-x
**Supplement:** Supplementary file 4 — Additional file 4: Figure S2. Distribution of classified transcription start sites (TSS) under anoxic (0% dO2) and oxic (95% dO2) conditions in the whole genome (pTSS, primary TSS; asTSS, antisense TSS; iTSS, intragenic TSS; oTSS; other TSS).

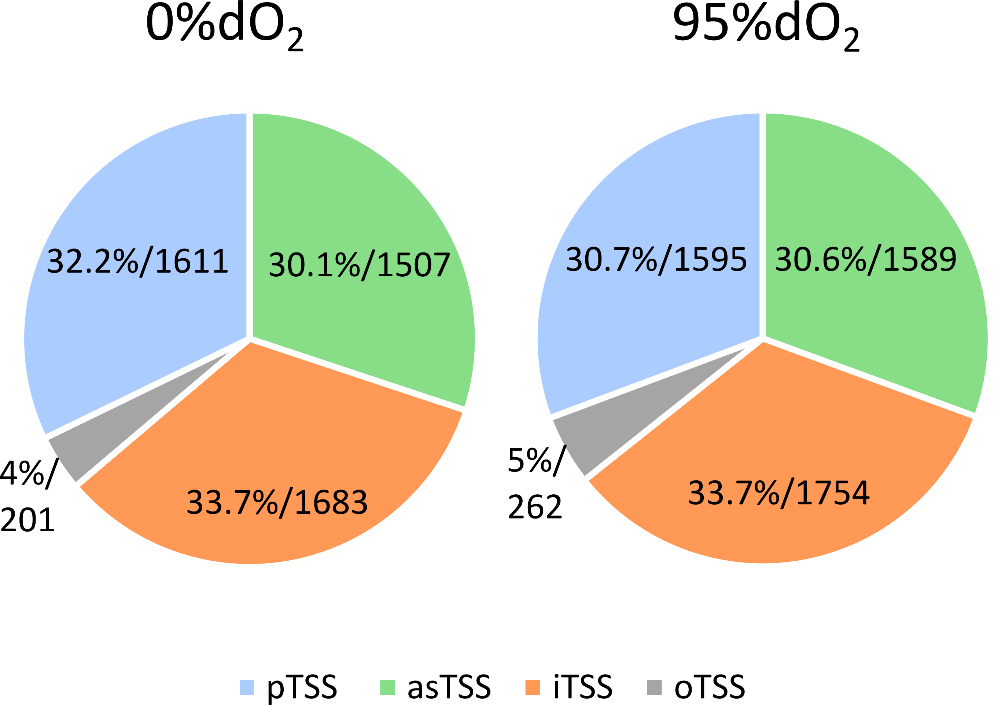

**Figure S 2:** Distribution of classified transcription start sites (TSS) under anoxic (0% dO_2_) and oxic (95% dO_2_) conditions in the whole genome (pTSS, primary TSS; asTSS, antisense TSS; iTSS, intragenic TSS; oTSS; other TSS).

How the deposited data were processed for this re-analysis (not part of the article)

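RNA of *M. gryphiswaldense* was measured by WTSS in 12 libraries, 3 each from anoxic cultures (0% dO_2_, 10 mM nitrate), microoxic cultures (1% dO_2_, 4 mM nitrate), oxic cultures with nitrate (95% dO_2_, 4 mM nitrate) and oxic cultures with ammonium (95% dO_2_, 4 mM ammonium). TSS were measured by Cappable-seq in 1 anoxic and 1 oxic pool, and primary operons in data pooled over the 4 conditions. Each library was assigned to its condition by the labels and the names used in the paper's supplement, and in the TSS list the dataset named MinMag was taken as the oxic pool because its number of TSS is the one given for oxic cells.

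The TPM values were made by the authors, who trimmed and mapped the reads, counted them per gene in ReadXplorer and converted the counts to TPM before deposition, with replicates kept separate. The Methods name CLC Genomics Workbench for the mapping, whereas the notes of the submitters name Bowtie2. The scores in the TSS list are whole numbers given by the authors' Cappable-seq processing, as deposited per the file header, after a threshold on the log2 enrichment over the uncapped control. The operon list holds start, stop and strand of the primary operons as the authors found them with ReadXplorer. The paper tested differential expression with DESeq2 on counts, and since the deposited values are TPM, this test was not repeated.

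TPM were divided by 1 factor per library, the median over genes above 0 in all 12 libraries of the ratio to the geometric mean (0.857 to 1.09). With these factors the median M-value of anoxic against oxic cells was 0.01. For each comparison of 2 conditions, the 6 libraries were fitted on log2(scaled TPM + 1) for genes with a mean of at least 1 TPM, in R 4.3.3 with limma 3.58.1 (lmFit, eBayes with trend and robust), with Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.01, the paper's level, and an absolute M-value of at least 1, and the classes of at least 4 and of -3 or less follow the paper. The 5 comparisons were anoxic against oxic, oxic with nitrate against oxic, anoxic against oxic with nitrate, microoxic against oxic with nitrate, and anoxic against microoxic. The difference between the change from oxic to anoxic and the change from oxic with nitrate to microoxic was tested as an interaction contrast in 1 fit of all 12 libraries.

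For anoxic against oxic cells, the named genes are all genes of Table S3 and of the paper's text with a locus tag, whose values in the paper had been seen, and the 10 genes with the largest rise and the 10 with the largest fall whose libraries did not overlap. For the other comparisons they are the 10 with the largest rise and fall by the same rule. Of 36 gene lists fixed at the start, 4 had at least 3 members with a name and were tested: denitrification, siderophore and heme uptake, hemerythrins, and CRP/FNR regulators. Lists were tested with camera (inter-gene correlation preset to 0.01, and estimated per list as an alternative) and with fry, adjusted over the 4 lists, at an adjusted p under 0.05. The other 32 lists could not be tested, since the sources used name too few of their genes by locus.

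The TSS and operon lists were analysed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. A TSS counted as shared when the other pool held one at the identical position and strand, with distances of 1, 2, 5 and 10 nt as alternatives. Shares have exact 95% binomial (Clopper-Pearson) intervals, which cover counting error only. TSS of the classes pTSS and iTSS within an operon on its strand counted as internal.

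The test was tried on simulated data of the size of each comparison, in which 100 genes were changed by 1.5 and 100 genes by 3 on the log2 scale. For anoxic against oxic, 93% and 99% of them were called, with 1 false call. For oxic with nitrate against oxic, 87% and 97% were called, with 0 false calls. The lowest share was 83%, for a change of 1.5 in anoxic against oxic with nitrate. The simulated spread was independent for each gene and library, with no scaling and equal numbers of rises and falls. The simulation therefore does not cover the scaling or a library in which many genes deviate together. Mapped reads per WTSS library, from Table S1, ranged from 9513799 to 11222413. Read counts per gene were not used here, so that the counting error of a single value is unknown, and the SD of 3 libraries stands for the precision.

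Alternatives were other pseudocounts (0.1 and 10), no filter or a mean of at least 10 TPM, TPM as deposited, all 12 libraries in one fit, eBayes without trend and robust, the replicate number as a term, and leaving out each library. The samples of each comparison were also split in the 10 possible ways, and the 12 libraries regrouped in 100 ways for the interaction. Left out were genes for which the sources used give no locus tag, among them the magnetosome genes, and the 5′-UTRs, promoter motifs and genes per operon, which need a genome annotation.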

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

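The tests of mixed or mislabelled libraries, the counts for gene lists without single libraries, and the choice of the locus MSR1_20180 were made after the results were seen.

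A difference between pairs of conditions was found in the interaction contrast: the change from oxic to anoxic cells differed from the change from oxic cells with nitrate to microoxic cells for 215 genes (132 with a more positive and 83 with a more negative difference; limma). Among 100 groupings of the 12 libraries, 1 reached this count, the real one, and the highest of the others gave 38. These groupings mix conditions that differ, so that they speak against libraries grouped at random but do not test whether conditions that differ have equal changes, for which the contrast in limma is the only test here. With TPM as deposited the counts were 111 and 156 (41.6% more positive in place of 61.4%), with a median difference of -0.19 in place of -0.01. The contrast compares 0% and 1% dO_2_, and the anoxic and oxic cultures also differ in nitrogen source, so that the effect of oxygen cannot be separated in it. Of the 23 denitrification genes, which the study chose on these samples and which are therefore not independent evidence, 8 had such a difference (18 adjusted over the list alone), all toward a larger rise in anoxic against oxic cells, with a median difference of 4.38 over the list. The number was 4, 3 and 3 without anoxic replicate 1, 2 or 3, it was 3, 22 and 5 without microoxic replicate 1, 2 or 3, it was 4, 4 and 9 without oxic nitrate replicate 1, 2 or 3, and it was 3, 3 and 4 without oxic replicate 1, 2 or 3. The genes *nirS*, *nirG* and *nosZ* were called in each of these 12 fits.

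The first pattern weighed is a higher level of denitrification genes in microoxic replicate 2, where they had 1.16 (*nirG*) to 22.1 (*nirC*) times the mean of the other microoxic replicates. RNA of an anoxic library mixed into it needs a single share for all genes, but the share ranged from 6.84% for *nirG* to 140% for *napA*, a ratio of 15.7 with the anoxic libraries that bring them closest, which argues against mixing. A mislabelled anoxic library would lie near 1 on a scale from the other microoxic replicates (0) to anoxic cells (1), whereas over 231 genes outside the list the median position was 0.156 (quartiles 0.0334 and 0.345), which argues against it. With this library *nirG*, *nosZ*, *nirT* and *nirH* were higher in anoxic than in microoxic cells (4 of 23, 5 adjusted over the list alone, with *nirG* as the only gene called without any 1 of the anoxic replicates or without microoxic replicate 1 or 3), and without it all 23 were. A candidate explanation that stays open is that this culture had less oxygen than the others, and no biological explanation was tested, as the design holds no condition between 0% and 1% dO_2_.

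The second pattern is a lower level of denitrification genes in oxic nitrate replicate 3, in which *nirT* had 57.1 TPM against 467 and 433 TPM in the other replicates and a mean of 60.8 TPM in oxic cells with ammonium. Mixing was tested over the 10 denitrification genes with a mean in the other nitrate replicates above 3 times the oxic mean. The share of the nitrate signal left ranged from -0.95% (*nirT*) to 42.0% (*nirG*) over these 10 genes. With the libraries that bring them closest the highest was 45.9 times the lowest, which argues against mixing with an oxic library at a single share. The other genes of the list were not part of this test, and *norQ* was not lower in replicate 3 (9.67 TPM against 7.13 and 8.27 TPM). A mislabelled oxic library was tested over 66 genes outside the list that separate the other nitrate replicates (1) from oxic cells (0), and the median position of 0.373 (quartiles 0.0949 and 0.496) did not decide. A second test was added for that reason: the library lay beyond all oxic libraries on the nitrate side for 77.3% of these genes (25% for one more oxic library), and with each oxic library left out in turn it did so for 84.7, 82.8 and 76.3% of genes against 27.1, 36.2 and 57.9% for the left-out oxic library, which argues against a mislabelled library, although with 57.9% a true oxic library also passed the bound of 50% set for the test. What made this culture differ stays open, and no biological explanation was tested.

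The paper reports no expression results for the remaining comparisons, and for each of them the 10 splits of the 6 libraries are too few for a share under 0.05. Every other split also mixes libraries of both conditions in each group, which widens the spread within groups for genes that differ. Low counts in the other splits are therefore no support for the calls. Nitrate in place of ammonium at 95% dO_2_ changed 2 genes, MSR1_20480 and MSR1_12110 (limma; highest of the other splits 0, and 601 genes at an unadjusted p under 0.05 against at most 228 in the other splits). The count was 74 without oxic nitrate replicate 3, 1 (MSR1_12110) without oxic nitrate replicate 2, and 0 without oxic nitrate replicate 1 or any 1 of the oxic replicates, where 478, 367, 331 and 491 genes had an unadjusted p under 0.05 in limma. Between anoxic cells and oxic cells with nitrate 322 genes changed (184 higher, 138 lower; other splits at most 0, with at most 119 genes at an unadjusted p under 0.05 from limma), with TPM as deposited 129 higher and 258 lower (33.3% in place of 57.1% higher, median M-value -0.26). Between microoxic cells and oxic cells with nitrate 183 genes changed (96 higher, 87 lower; other splits at most 0, with at most 166 genes at an unadjusted p under 0.05 from limma), with TPM as deposited 81 higher and 100 lower (44.8% in place of 52.5% higher, median M-value -0.11), and 63, 116 and 90 genes without oxic nitrate replicate 1, oxic nitrate replicate 2 or microoxic replicate 2. Between anoxic and microoxic cells 201 genes changed (103 higher, 98 lower; other splits at most 0, with at most 101 genes at an unadjusted p under 0.05 from limma), with TPM as deposited 69 higher and 141 lower (32.9% in place of 51.2% higher, median M-value -0.18). In each of these comparisons 1 split, the real one, reached its count, as it did for the 453 genes changed between anoxic and oxic cells (other splits 0, and at most 108 genes at an unadjusted p under 0.05 against 2452 from limma) and for the 58 of them at an M-value of at least 4 or of -3 or less (other splits 0).

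Outside Table S3, 4 genes reached an M-value of at least 4 (MSR1_02330, MSR1_38870, MSR1_08080 and MSR1_08090) and 2 an M-value of -3 or less (MSR1_16670 and MSR1_16680), named after their values were seen. The highest M-value of microoxic cells against oxic cells with nitrate was 4.81, for MSR1_20180.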

How the results depend on the processing

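The minimum scores for TSS were chosen after seeing the data, since the list gives no enrichment; the other alternatives here were set before the data were examined. Of 169 values of 18 results under alternatives, 137 stayed within 1.5 times the count or within the spread between replicates and 32 did not, while all 796 alternative values of the 57 genes named for anoxic against oxic cells (those named for the other comparisons are not counted here, and several lost their calls without single libraries, as given at each of them) kept their direction and 793 their side of the thresholds for a call. The others fell short of an absolute M-value of 1: MSR1_33560 (0.94 with TPM as deposited) and MSR1_07950 (-0.97 with a pseudocount of 10 and -0.99 without anoxic replicate 1). With a pseudocount of 10 the genes at an M-value of -3 or less numbered 1 (main 13). With TPM as deposited 331 genes were lower (main 156). With all 12 libraries in one fit nitrate changed 10 genes at 95% dO_2_ (main 2). With the replicate number as a block (replicate block) 296 genes were higher and 154 lower in anoxic than in oxic cells, 0 genes changed with nitrate at 95% dO_2_ (limma; 601 at an unadjusted p under 0.05 without the block) and 56 changed between microoxic cells and oxic cells with nitrate; the numbers do not pair the samples, since of 18 correlations between libraries of equal number 5 exceeded 0.1 (-0.17 to 0.13). With an estimated correlation 0 of the 4 lists passed in camera. A larger pseudocount shrinks M-values by construction, and for the other settings the cause was not tested. On the log2 scale the lowest R2 was 0.937 (main 0.819).

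At scores of at least 20, 50 and 100 there were 2437, 1461 and 1048 anoxic TSS and 2877, 1593 and 1098 oxic TSS, of which 1078, 542 and 371 and 1233, 396 and 178 lay in a single pool. In operons, pTSS alone gave 453 anoxic and 446 oxic TSS, and scores of at least 20 gave 807 and 915. A higher minimum leaves fewer TSS by construction. The same minimum was used in both pools, with no adjustment for mapped reads, and a partner in the other pool counted at any score.

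Leaving out each replicate in turn gave 288 to 305 genes higher and 148 to 157 lower, 43 to 50 at an M-value of at least 4 and 10 to 13 at -3 or less. The changed genes numbered 0 to 74 for nitrate at 95% dO_2_, 254 to 362 for anoxic cells against oxic cells with nitrate, 63 to 174 for microoxic cells against oxic cells with nitrate, 140 to 254 for anoxic against microoxic cells and 164 to 264 for the interaction. The values of 74 and 63 were those without oxic nitrate replicate 3 and without oxic nitrate replicate 1, and 0 was found without oxic nitrate replicate 1 and without each of the oxic replicates. Not run were TPM without ribosomal and transfer RNA, higher enrichment thresholds, 5′-UTR lengths, motifs, magnetosome gene levels and DESeq2, which need annotation, enrichment values or counts. As read counts per gene were not used here, no limit set by depth can be given for a single gene.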

Differences from the paper's values

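Of the 56 M-values that the paper gives for genes analysed here, 56 have the same sign as here and 47 lie within the SD. The median absolute difference was 0.07 and the largest 0.89. The SD meant here is that of the difference between a single anoxic and a single oxic library, from the summed variances of both groups. It is wider than the error of a difference between means of 3 libraries, so that the bound is loose. The paper's values come from DESeq2 on counts. For *nirD* the paper's M-value is 7.5 and the value here 6.98, and of the 14 alternatives set before the data were examined, leaving out anoxic replicate 1 brings it within the SD (7.15) and the others do not, with 7.94 at a pseudocount of 0.1 on the other side of the paper's value. For *nosD* the paper's M-value is 6.84 and the value here 6.17, and none of the 14 alternatives brings it within the SD (closest 6.33, without oxic replicate 2; 6.31 with a pseudocount of 0.1). For *nirF* the paper's M-value is 6.8 and the value here 6.46, within the SD with a pseudocount of 0.1 (6.83) and not under the others. For *crp_3* the paper's M-value is 6.04 and the value here 5.79, with none of the 14 alternatives within the SD (closest 5.85, without oxic replicate 2; 6.25 with a pseudocount of 0.1, on the other side of the paper's value). For MSR1_08970 the paper's M-value is 5.27 and the value here 5.34, within the SD without anoxic replicate 3 (5.32) or without oxic replicate 1 and not under the others (5.42 with a pseudocount of 0.1).

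For *hmuU* the paper's M-value is -3.37 and the value here -3.24, within the SD with a pseudocount of 0.1 (-3.36) or without oxic replicate 3 and not under the others. For *hmuV* the paper's M-value is -3.8 and the value here -3.21, within the SD with a pseudocount of 0.1 alone (-3.92). The same holds for *exbB_2*, with the paper's -3.99, -3.46 here and -4.06 with a pseudocount of 0.1, and for MSR1_17850, with the paper's -4.36, -3.47 here and -4.47 with a pseudocount of 0.1. For the R2 of anoxic replicates 2 and 3 the paper's value is 0.96 and the value here 0.975, a difference beyond the spread of the 3 anoxic pairs; without the 10 genes of highest mean TPM it is 0.966, and on the log2 scale 0.991.

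The paper names *cycA_1* as the gene with the highest upregulation, whereas its M-value here (7.90) is below that of MSR1_08150 (8.04). *cycA_1* ranks above MSR1_08150 with a pseudocount of 0.1 (8.94 and 8.17) and without oxic replicate 3 (8.16 and 8.08), and the ratio of the means, 449 for *cycA_1* and 290 for MSR1_08150, also places it first of the pair. Among TSS in a single pool, the identical position gives 3073 anoxic and 3271 oxic TSS, and a distance of up to 10 nt gives 2579 and 2755, the paper's numbers. The paper's numbers of sub-operons are 1504 for anoxic and 1545 for oxic cells, and the TSS of the classes pTSS and iTSS within operons number 1824 and 1890 here. These are counts of TSS, as the deposited list gives no sub-operons, and none of the alternatives gives the paper's numbers. Of sub-operons found in a single condition the paper counts more for anoxic than for oxic cells. The TSS within operons that lay in a single pool, at a distance of up to 10 nt, were fewer in the anoxic pool (1048) than in the oxic pool (1111).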

Other observations

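The tests on TSS near the detection floor, the choice of the loci MSR1_20160 to MSR1_20210 and of the genes singled out, and the counts without single libraries were made after the results were seen. Genes for siderophore and heme uptake were low in microoxic cells too. Against oxic cells with nitrate, all 5 were lower (median M-value -2.81, 5 lower adjusted over the list alone; adjusted p = 6.62e-05 from camera with the preset correlation, adjusted p = 0.443 with an estimated correlation; adjusted p = 0.00528 from fry), with *tonB* at 1.18 ± 0.154 TPM (SD, n = 3) against 15.5 ± 4.63 TPM (SD, n = 3). The number called over all genes was 3 (*hmuU*, *hmuV* and *tonB*) without microoxic replicate 1 or 3, and 1 (*tonB*) without microoxic replicate 2, oxic nitrate replicate 1 or oxic nitrate replicate 2, while 5 were lower adjusted over the list alone in each of these fits. With nitrate in both media, anoxic cells also had all 5 genes lower and 19 of 23 denitrification genes higher than oxic cells. The counts are the same adjusted over the list alone, and over all genes they were 5 and 16 to 22 with a library left out. For the uptake list camera gave an adjusted p = 0.00022 with the preset correlation, and fry an adjusted p = 0.000724. For the denitrification list camera gave an adjusted p = 8.59e-16 with the preset correlation, and fry an adjusted p = 9.37e-05. With an estimated correlation camera gave an adjusted p = 0.17 for each list. Neither list is independent evidence, as the study chose the genes on the anoxic and oxic libraries, but microoxic cells and oxic cells with nitrate share no library with these. Across all genes in both, 55 genes fell and 32 rose in anoxic against oxic cells and also in microoxic cells against oxic cells with nitrate, where independence gives 3.51 and 7.37, and the M-values correlated at r = 0.517 (rho = 0.471) across 3870 genes, which are not independent replicates.

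In microoxic cells against oxic cells with nitrate, 0 of 23 denitrification genes, 0 of 4 hemerythrin genes and 0 of 3 CRP/FNR genes were called (0, 1 and 0 adjusted over the list alone; limma, with 1490 genes at an unadjusted p under 0.05), and without oxic nitrate replicate 3 the calls were *nirG*, lower, and the hemerythrin gene MSR1_33560, higher. Adjusted over the list alone, the hemerythrin genes called numbered 0 without microoxic replicate 1 or 3 or oxic nitrate replicate 2, and 1 denitrification gene was lower without oxic nitrate replicate 3. The M-values of 21 of the 23 denitrification genes were above 0, with a median of 1.53 (adjusted p = 0.0144 from camera with the preset correlation, adjusted p = 0.525 with an estimated correlation; adjusted p = 0.281 from fry), and without microoxic replicate 2 the median was 0.53, with 19 above 0. The hemerythrin and CRP/FNR lists had medians of 1.09 and 0.99 (adjusted p = 0.111 and 0.264 from camera), and 0.92 and 0.38 without that library. By the interaction, 0 of 4 hemerythrin genes, 1 of 3 CRP/FNR genes (MSR1_08380) and 0 of 5 genes for siderophore and heme uptake had another change in anoxic against oxic cells (2, 2 and 0 adjusted over the list alone; limma, with 1609 genes at an unadjusted p under 0.05). For hemerythrin genes the number was 1 (MSR1_19280) without microoxic replicate 2 and 2 (MSR1_04470 and MSR1_34750) without oxic nitrate replicate 3 (3 adjusted over the list alone in both), and adjusted over the list alone it was 0 without any 1 of the other 10 libraries. For CRP/FNR genes it was 3 without microoxic replicate 2, 2 (*crp_1* and MSR1_08380) without oxic nitrate replicate 3, and 0 without any other library (limma, with 1442 to 1613 genes at an unadjusted p under 0.05), while adjusted over the list alone it was 3 without microoxic replicate 2, 1 without oxic nitrate replicate 2, and 0 without anoxic replicate 2, microoxic replicate 1 or oxic replicate 1. For siderophore and heme uptake it was 1, with a more negative difference, without anoxic replicate 3 or oxic nitrate replicate 1.

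With nitrate in place of ammonium at 95% dO_2_, all 23 denitrification genes had M-values above 0 (median 0.63), but 0 were called (1 adjusted over the list alone; limma, with 601 genes at an unadjusted p under 0.05). As a list they were higher than the other genes in camera with the preset correlation (adjusted p = 3.67e-09), and not with an estimated correlation (adjusted p = 0.187) or in fry for a change in one direction (adjusted p = 0.064; adjusted p = 0.0373 for a change in any direction). The hemerythrin genes (median M-value 0.99, 4 of 4 above 0, adjusted p = 0.000822 and 0.184 from camera with the preset and an estimated correlation, adjusted p = 0.0573 from fry; 0 adjusted over the list alone) and the CRP/FNR genes (median M-value 1.70, 3 of 3 above 0, adjusted p = 0.000343 and 0.184 from camera, adjusted p = 0.0129 from fry; 2 adjusted over the list alone, 1 without oxic replicate 2 and 0 without oxic replicate 1 or 3 or oxic nitrate replicate 1 or 2) went the same way. Without oxic nitrate replicate 3 the calls were 1 hemerythrin gene (MSR1_34750), 2 CRP/FNR genes (*crp_1* and MSR1_08380) and 8 denitrification genes (*nirS*, *nirJ*, *norB*, *nirG*, *nosZ*, *norC*, *nirT* and *nirH*), with 4, 3 and 9 adjusted over the list alone, and fry for a change in one direction gave an adjusted p = 0.000471, an adjusted p = 0.00118 and an adjusted p = 0.00135, so that the outcome of fry for the hemerythrin and denitrification lists depends on this library. In the same fit, camera with an estimated correlation gave an adjusted p = 0.078 for each of these lists. The genes MSR1_20480 and MSR1_12110 were low in the ammonium cultures and high in the 3 kinds of nitrate cultures. MSR1_20480 had 64.9 ± 0.366 TPM (SD, n = 3) in oxic cells with ammonium and 507 ± 130, 430.4 ± 94.9 and 530.2 ± 52.2 TPM (SD, n = 3 each) in oxic cells with nitrate, microoxic and anoxic cells. MSR1_12110 had 1187 ± 121 TPM (SD, n = 3) with ammonium and 8891 ± 2472, 6474 ± 1477 and 8009 ± 401 TPM (SD, n = 3 each) in the same order. Their M-values for nitrate against ammonium at 95% dO_2_ were 2.91 and 2.87 (adjusted p = 0.00235 for each from limma), but neither was called without any 1 of the oxic replicates or without oxic nitrate replicate 1, and MSR1_20480 was not called without oxic nitrate replicate 2. Ammonium was used at 95% dO_2_ alone, so that its effect at lower oxygen is unknown.

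The 6 loci from MSR1_20160 to MSR1_20210, for which no gene names were at hand, had their highest levels in microoxic cells. MSR1_20180 had 415 ± 71.9 TPM (SD, n = 3) in microoxic cells and 10.0 ± 4.09, 15.8 ± 11.1 and 4.68 ± 0.652 TPM (SD, n = 3 each) in anoxic cells, oxic cells with nitrate and oxic cells. All 6 were higher in microoxic cells than in oxic cells with nitrate (M-values 3.11 to 4.81) and lower in anoxic than in microoxic cells (M-values -5.35 to -3.29), comparisons that share the microoxic libraries. Against oxic cells with nitrate, the number called was 2 (MSR1_20190 and MSR1_20210) without microoxic replicate 1, 1 (MSR1_20210) without microoxic replicate 2 or 3 or oxic nitrate replicate 1, 5 (all but MSR1_20160) without oxic nitrate replicate 2 and 4 (MSR1_20180 to MSR1_20210) without oxic nitrate replicate 3. For anoxic against microoxic cells it was 4 (MSR1_20180 to MSR1_20210) without anoxic replicate 3 and 5 (all but MSR1_20160) without anoxic replicate 2 or any 1 of the microoxic replicates.

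The third pattern weighed is the large number of TSS in a single pool. If they were TSS near the detection floor of the list, their share would fall below 10% among TSS with scores over 1000, and if not it would stay above 20%. In the oxic pool 2.55% (95% interval 1.03 to 5.17%) of the 275 TSS with such scores had no anoxic TSS within 10 nt, in line with a detection floor as a candidate source of oxic TSS without a partner. In the anoxic pool the share was 12.2% of 221 (8.21 to 17.3%), which lies between the bounds, so that the floor and a difference between the cells cannot be told apart for the anoxic TSS, whereas at identical positions, for which the bounds were not set and a shift of a few nt counts as a missing partner, it was 30.3% (24.3 to 36.8%), above the 20%, with 4.73% in the oxic pool. With 1 pool per condition, a biological difference in the use of start sites stays open for both.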
